# Root-Knot Nematode Resistance in *Gossypium hirsutum* Determined by a Constitutive Defense-Response Transcriptional Program Avoiding a Fitness Penalty

**DOI:** 10.3389/fpls.2022.858313

**Published:** 2022-04-13

**Authors:** Jonathan Odilón Ojeda-Rivera, Mauricio Ulloa, Philip A. Roberts, Pratibha Kottapalli, Congli Wang, Héctor-Rogelio Nájera-González, Paxton Payton, Damar Lopez-Arredondo, Luis Herrera-Estrella

**Keywords:** *Gossypium hirsutum*, *Meloidogyne incognita*, RNA-seq, defense response, jasmonic acid, salicylic acid

## Abstract

Cotton (*Gossypium* spp.) is the most important renewable source of natural textile fiber and one of the most cultivated crops around the world. Plant-parasitic nematode infestations, such as the southern Root-Knot Nematode (RKN) *Meloidogyne incognita*, represent a threat to cotton production worldwide. Host-plant resistance is a highly effective strategy to manage RKN; however, the underlying molecular mechanisms of RKN-resistance remain largely unknown. In this study, we harness the differences in RKN-resistance between a susceptible (Acala SJ-2, SJ2), a moderately resistant (Upland Wild Mexico Jack Jones, WMJJ), and a resistant (Acala NemX) cotton entries, to perform genome-wide comparative analysis of the root transcriptional response to *M. incognita* infection. RNA-seq data suggest that RKN-resistance is determined by a constitutive state of defense transcriptional behavior that prevails in the roots of the NemX cultivar. Gene ontology and protein homology analyses indicate that the root transcriptional landscape in response to RKN-infection is enriched for responses related to jasmonic and salicylic acid, two key phytohormones in plant defense responses. These responses are constitutively activated in NemX and correlate with elevated levels of these two hormones while avoiding a fitness penalty. We show that the expression of cotton genes coding for disease resistance and receptor proteins linked to RKN-resistance and perception in plants, is enhanced in the roots of RKN-resistant NemX. Members of the later gene families, located in the confidence interval of a previously identified QTL associated with RKN resistance, represent promising candidates that might facilitate introduction of RKN-resistance into valuable commercial varieties of cotton. Our study provides novel insights into the molecular mechanisms that underlie RKN resistance in cotton.

## Introduction

Cotton (*Gossypium* spp.) is one of the most widely cultivated crops worldwide. The genus *Gossypium* includes more than 45 diploids and 7 allotetraploid species, of which Upland and non-Upland Acala [*G. hirsutum* L. (*Gh*)] and Pima [*G. barbadense* (*Gb*)] account for 95 and 2% of the global annual cotton crop production, respectively (Chen et al., 2007). *Gh* and *Gb* are allotetraploid cotton lineages that were independently domesticated for their seed fiber and possess an AD genome that resulted from polyploidization between A-genome African (*G. arboreum*-like) species and D-genome American (*G. raimondii*-like) species (Wendel and Grover, 2015). More than 33 million hectares of cotton are cultivated annually around the world, which highlights cotton as the leading textile fiber-producing crop. Cotton accounts for up to 25% of the total fiber used worldwide and represents an industry with an economic impact of approximately 500 billion US dollars (Chen et al., 2007; Zhang et al., 2014).

Plant-parasitic nematode infestations result in an average annual worldwide loss of up to 14% of crop production worldwide, representing economic losses of more than $100 billion US dollars per year (Sasser and Freckman, 1987; Mitkowski and Abawi, 2003; Williamson and Kumar, 2006). Root infestation by parasitic nematodes is a critical constraint for cotton production. Nematode damage caused by the southern Root Knot Nematode (RKN), *Meloidogyne incognita* Kofoid and White (Chitwood), is a biological threat that has spread rapidly in over 143 countries around the world (Bebber et al., 2014). *M. incognita* invades the root tissues by both mechanical piercing and through secretion of a diverse array of cell wall degrading enzymes (Abad et al., 2008; Opperman et al., 2008; Danchin et al., 2010). The feeding sites of this nematode consist of hypertrophied, multinucleated, and metabolically active feeding cells (giant cells) enclosed in root galls; these cells do not undergo division and serve as a nutrient reservoir for the parasite (Mitkowski and Abawi, 2003). The infested tissues reduce transport of water and nutrients from the root system into the aerial part of the plant, resulting in stunted growth and lower yields (Williamson and Hussey, 1996). Consequently, RKN-related losses are estimated at about 10% reduction in cotton yield (Lu et al., 2014). Several studies showed that there is a detrimental and synergistic role of RKN in the *Fusarium* wilt syndrome of cotton, caused by *Fusarium oxysporum* sp. f. *vasinfectum* (FOV). Together with FOV, *M. incognita* forms a disease complex (RKN-FOV) which is a combination of nematode and fungal infection that results in an increased incidence and severity of *Fusarium* wilt disease (Abawi and Chen, 2015).

Given the multiple negative repercussions of RKN infestation in agriculture, nematode resistance has been given special attention in breeding programs including those for tomato, common bean, soybean and cotton among other crop species (Roberts, 1992; Ulloa et al., 2010). Effective resistance is available for improving cotton cultivar performance (Starr et al., 2010). There are multiple germplasm sources of RKN resistance that have been utilized in *Gh* cotton breeding programs. One of these resistant sources is the ‘Acala NemX’ (NemX) cultivar (Ogallo et al., 1997; Wang et al., 2006a; Roberts and Ulloa, 2010). Another source of resistance gene is found on chromosome D02 of the Wild Mexico Jack Jones line, which contributes to suppression of nematode egg production (Gutiérrez et al., 2010; He et al., 2014; Kumar et al., 2016). Our previous studies have mapped the RKN-resistance of NemX to two regions located in chromosomes A11 and D11 (Ulloa et al., 2010; Wang et al., 2017, 2020), in which genes encoding CC-NB-LRR and TIR-NBL-LRR R proteins involved in the activation of plant defense responses were found (Spoel and Dong, 2012). While these studies establish that resistance is common in cotton, the underlying functional mechanisms for disease resistance are not known.

Host-plant resistance is a highly effective strategy to manage root-knot nematode (*Meloidogyne* spp.) damage in crops. In the case of cotton, NemX was released by the California Planting Cotton Seed Distributors (CPCSD) 30 years ago as a cultivar with high resistance to RKN. The RKN-resistance present in NemX is highly effective in protecting against the effects of RKN infection and has been used as a source of nematode-resistance in breeding and genetic studies (Roberts and Ulloa, 2010; Ulloa et al., 2010; Wang et al., 2020). NemX has a higher yield under RKN and RKN-FOV infection than other cultivars, and increases the rotational value of crops (Ogallo et al., 1997). Another *Gh* cultivar that provided nematode-resistance in derived progeny is WMJJ, which presents mild tolerance to RKN and has also been used as a source of nematode-resistance in cotton genetic studies (Gutiérrez et al., 2010; Ulloa et al., 2010). Acala SJ-2 (SJ2), another Acala-type cultivar released by the USDA-ARS a few decades ago, contrary to NemX, is susceptible to RKN.

Since cotton cultivars SJ2, WMJJ, and NemX present low, intermediate, and high levels of resistance to RKN infestation, respectively, they represent excellent models to get insights into the genetic basis and the transcriptional regulation of the RKN-response in resistant and susceptible cotton plants. In this study, we harness the differences in RKN-resistance among the *Gh* cultivars SJ2 (susceptible to RKN), WMJJ (moderately resistant to RKN), and NemX (resistant to RKN), to get insights into the molecular basis of RKN-resistance in cotton. Our results reveal that constitutive transcription of components of the salicylic and jasmonic acid signaling pathways underlie RKN-resistance in cotton, and we identify candidate genes potentially involved in the activation of plant defense response to RKN.

## Materials and Methods

### Plant Materials

Cotton cultivar Acala NemX was selected for resistance, Acala SJ-2 for susceptibility, and WWJJ (Wild Mexico Jack Jones) was selected for mildly tolerance to RKN infection.

### RKN Inoculum and Infection Process

To evaluate RKN resistance, three-week-old seedlings were inoculated with approximately 50,000 eggs of *M. incognita* race 3 (isolate Project 77, originating from an Upland cotton field in San Joaquin Valley, CA). Air temperatures in the greenhouse were maintained between 28 and 35°C during the day and 24°C at night. Cotton plants were evaluated for resistance reaction 60 days after inoculation for cultivars NemX, SJ2, WMJJ. A 0–10 root galling index (GI) rating scale (modified from Bridge and Page, 1980) was used to evaluate resistance reaction to nematodes. Briefly, this scale consists on a RKN-rating chart that ranges from 0 = no galls, 1 = few small galls, 2 = small galls with less than 10% of roots infected, 3 = 10–30% of roots infected, main roots clean, 4 = 31–40% of roots infected, 5 = 51–60% of roots infected, knotting on parts of main roots, 6 = 61–70% of roots infected, knotting on main roots, 7 = 71–80% of roots infected, majority of main roots knotted, 8 = 81–100% of roots infected, all main roots knotted, 9 = all roots severely knotted and plant usually dying, 10 = all roots severely knotted with diminished root system and plant usually dead (Bridge and Page, 1980). Plants were classified as resistant or susceptible based on the susceptible and resistant parent phenotypes in each test as described in Wang et al. (2006a) and Ulloa et al. (2010). Cotton cultivars were grown in a complete randomized design and with six plant-replications per cotton genotypes. Phenotypic GI data were subjected to one-way analysis of variance (ANOVA). Fisher’s Protected LSD test was used to compare the treatment means using SAS (SAS, Ver. 9.1.3; SAS Institute, Cary, NC, United States).

For RNA-seq, the roots of 12-day-old seedlings of three genotypes NemX (resistant), SJ2 (susceptible) and WMJJ (moderately resistant) were infected with 5,000 J2/plant RKN or mocked-inoculated with water only (non-inoculated controls) as detailed in Ulloa et al. (2010). The disease progression was noted for 10 days and infected roots from 23-day-old plants were collected from each of the six plants per genotype per treatment (see Table 1), flash-frozen in liquid nitrogen, and stored at −80°C until RNA extraction.

**Table 1:** Alignment statistics and information about the 18 RNA-seq libraries generated in this study. All libraries were sequenced using Illumina technology and aligned to *Gossypium hirsutum* TM-1 UTx v2.1 genome (Chen et al., 2020).

Library name	Genotype	Treatment	Biological replicate	Number of reads	Kallisto pseudo-aligned reads	% of pseudo-alignment	Type of library
SJ2_ctl1	SJ2	Control	1	5,074,040	4,316,080	85.06	Paired-end
SJ2_ctl2	SJ2	Control	2	5,365,176	4,744,066	88.42	Paired-end
SJ2_ctl3	SJ2	control	3	8,401,787	7,321,725	87.14	Paired-end
SJ2_rkn1	SJ2	RKN-infested	1	5,672,349	5,098,209	89.88	Paired-end
SJ2_rkn2	SJ2	RKN-infested	2	3,146,441	2,741,297	87.12	Paired-end
SJ2_rkn3	SJ2	RKN-infested	3	10,999,880	9,472,493	86.11	Paired-end
WMJJ_ctl1	WMJJ	Control	1	4,769,048	3,359,862	70.45	Paired-end
WMJJ_ctl2	WMJJ	Control	2	5,308,861	4,541,480	85.55	Paired-end
WMJJ_ctl3	WMJJ	Control	3	7,860,698	6,479,223	82.43	Paired-end
WMJJ_rkn1	WMJJ	RKN-infested	1	4,978,402	4,370,251	87.78	Paired-end
WMJJ_rkn2	WMJJ	RKN-infested	2	4,086,287	3,593,656	87.94	Paired-end
WMJJ_rkn3	WMJJ	RKN-infested	3	14,771,799	12,594,074	85.26	Paired-end
NemX_ctl1	NemX	Control	1	4,699,626	4,118,656	87.64	Paired-end
NemX_ctl2	NemX	Control	2	4,881,368	4,461,912	91.41	Paired-end
NemX_ctl2	NemX	Control	3	8,421,811	7,208,028	85.59	Paired-end
NemX_rkn1	NemX	RKN-infested	1	7,776,606	6,729,422	86.53	Paired-end
NemX_rkn2	NemX	RKN-infested	2	4,475,985	4,027,422	89.98	Paired-end
NemX_rkn3	NemX	RKN-infested	3	4,468,432	4,051,932	90.68	Paired-end

### RNA Isolation, Quantification, and Quality

Root samples from each genotype were grounded in liquid nitrogen, and total RNA was isolated from three biological replicates using Spectrum^™^ Plant Total RNA kit (Sigma-Aldrich, St. Louis, MO, United States) following the manufacturer’s instructions. The yield and purity of RNA were analyzed with a ND-1000 Spectrophotometer (Nano Drop Technology, Wilmington, DE, United States). Only RNA samples with 1.8–2.2 ratio of absorbance 260/280 nm were used for analysis.

### cDNA Library Preparation and Sequencing

For each genotype, 2 μg of RNA from each of the three biological replicates was used for cDNA library preparation. The cDNA libraries were prepared following the TruSeq RNA Sample Preparation v2 low sample (LS) protocol guide (Illumina Inc., San Diego, CA United States) as described in Kottapalli et al. (2016) manually. One-third of the samples were prepared using TruSeq stranded mRNA on the Neoprep^™^ following manufacturer’s instructions.

Each of the 10 nM cDNA libraries was diluted to 4 nM with hybridization buffer and multiplexed (four samples were pooled). Pooled cDNA libraries were denatured with NaOH and normalized to 10 nM concentration. A final concentration of 5.4 pM was loaded onto the MiSeq Reagent cartridge (MiSeq Reagent Kit v2 300 cycles, Illumina Inc., San Diego, CA United States). For the sequencing on the HiSeq 2,500 platform, we pooled equimolar concentrations of 24 samples into one single Rapid run of 2 lanes. A final concentration of 6.3pM was loaded onto the HiSeq2500 sequencer (HiSeq 2500, Illumina Inc., San Diego, CA, United States). Paired end sequencing with 150 bp paired-end reads was performed on a HiSeq Rapid v2 flow cell from Illumina as per manufacturer’s protocols.

### Data Analysis

We first performed quality assessment of the resulting reads from the Illumina platform using FastQC (version 0.11.9)^1^ and processed sequencing libraries using Trimmomatic [version 0.39; (Bolger et al., 2014)] to remove adapter read sequences. We then quantified gene expression using the pseudo-alignment RNA-seq quantification program kallisto version 0.46.1 (Bray et al., 2016). The *G. hirsutum* TM-1 UTx v2.1 genome release (Chen et al., 2020) was used as a reference genome to align the reads. We then integrated transcript-level abundances from kallisto to count-based statistical analysis in edgeR (version 3.13; Robinson et al., 2010) and DEseq2 (release 3.13; (Love et al., 2014) using the tximport package (Soneson et al., 2016). We determined differential gene expression profiles in response to RKN-infection (rkn vs. ctl) using a 1 > logFC<−1 threshold and false discovery rate threshold (FDR <0.01). We performed analysis of intersections between the sets of differentially expressed genes among genotypes using the UpSetR package version 1.4 (Conway et al., 2017).

To perform Gene Ontology (GO) analysis, we first developed a GO functional annotation of the TM-1 UTx v2.1 genome which was assigned using a simplified version of the maize-GAMER pipeline (Wimalanathan et al., 2018). Briefly, annotations were assigned as the GO annotations of the blastp reciprocal best hits versus Araport11 (Cheng et al., 2017) and UniProt (Bateman et al., 2021), Swiss-Prot proteins from nine plant species (*Glycine max, Oryza sativa subsp. japonica, Populus trichocarpa, Solanum lycopersicum, Sorghum bicolor, Vitis vinifera, Brachypodium distachyon, Physcomitrium patens, and Chlamydomonas reinhardtii*), the GO annotations from an Interproscan [v5.48.83; (Blum et al., 2021)] analysis, and the GO annotations from the PANNZER2 (Törönen et al., 2018) functional annotation webserver with a PPV value of at least 0.5. Analyses were collated into a non-redundant gtf file and used for GO enrichment analyses. The GO annotation is available in Supplementary Material. GO enrichment analysis was performed using the clusterProfiler package (Wu et al., 2021). Heatmaps were prepared using the ComplexHeatmaps package (Gu et al., 2016) and z-score was used as a measure of relative expression. We took advantage of the protein-homology database of *G. hirsutum* TM-1 UTx v2.1 genome (Chen et al., 2020)^2^ to identify homologous proteins in *Arabidopsis thaliana*. Homologous proteins in *A. thaliana* were determined using the blastx algorithm against the Arabidopsis proteins (Araport11) with an expectation value cutoff less than 1^e-6^.

### Quantification of Phytohormone Levels by UHPLC–MS

To determine jasmonic and salicylic acid levels, leaf tissue from three 50-day-old SJ2 and NemX cotton plants was collected and frozen immediately using liquid nitrogen. Each cotton plant was accounted as one biological replicate (*n* = 3). Salicylic and jasmonic acid levels were assessed using liquid chromatography (UHPLC) coupled to mass spectrometry (MS) detection. Extraction and quantification were performed according to Segarra et al. (2006) with slight modifications. Briefly, tissue was powdered in liquid nitrogen and freeze dried for 24 h. Metabolite extraction was performed by adding 1 ml of methanol:water mixture 90:10 with 1% formic acid (FA) to 300 mg of tissue. After extraction, the solvent was concentrated four times in a rotary evaporator (Labconco, United States) and directly injected to the UHPLC–MS system (Vanquish Flex UHPLC coupled to Orbitrap Exploris 240 from Thermo Electron, North America). Quantification was performed using external standard methodology in SRM mode. Transition monitored for salicylic acid was 137.0244 → 93.034, while for jasmonic acid the 209.1183 → 59.013 using negative ionization mode. Chromatographic separation was achieved in a Reversed Phase C18 column Acclaim VANQUISH 150 × 2.1 mm, with 2.2 μm particle size, using water 0.1% FA and methanol 0.1% FA as mobile phase A and B, respectively. Gradient method started with 5% B 1–3.5 min followed by 5–100% B from 3.5 to 13 min, maintaining 100% B for 1 min and then re-equilibrating the column for 2.5 min to 5% B. Retention time for salicylic acid was 12.57 min and for jasmonic acid was 13.21 min. Standards were acquired from Sigma-Aldrich (St. Louis, MO, United States).

## Results

### RKN Resistance Evaluation Corroborated Differential RKN Resistance Among *Gossypium hirsutum* SJ2, WMJJ, and NemX Genotypes

Severe symptoms of nematode infection include browning of the root system, caused by cell death, and the formation of root galls (Figure 1A). Differences in root galling index (GI) were observed between SJ2, WMJJ, and NemX (*p >* 0.05; Figure 1B). The average GI on resistant NemX and susceptible SJ2 were 1.6 and 5.8, respectively, while WMJJ was moderately resistant with GI of 3.3. Previous reports (Wang et al., 2006a; Ulloa et al., 2010) have demonstrated that root GI is highly correlated (*r =* 0.79) with RKN eggs/g of root in tests with cultivars SJ2, NemX, and Pima S-7 (*G. barbadense* L.) and derived populations. In general, susceptible SJ2 supported larger numbers of RKN eggs/g of root (12,431 eggs/g) than resistant NemX (518 eggs/g) and presented more evident symptoms of nematode infection in the root system including root browning and presence of root galls (Ulloa et al., 2010; Figure 1C).

**Figure 1:**
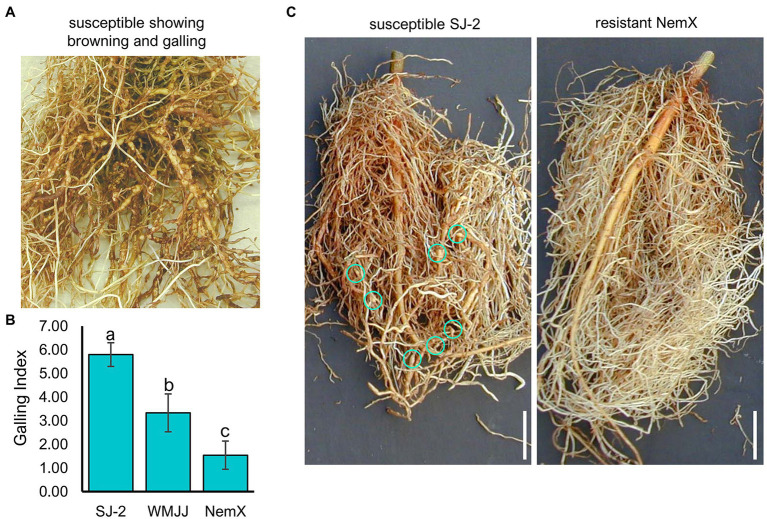
The cotton cultivars SJ2, WMJJ and NemX present low, mild and high resistance to RKN infection, respectively. **(A)** Severe symptoms of nematode infection in the root system of a susceptible plant. **(B)** Distribution of mean Galling Index (GI) for the cotton cultivars Acala NemX (NemX, RKN-resistant), Acala SJ-2 (SJ2, RKN-susceptible), Wild Mexico Jack Jones (WMJJ, moderately RKN-resistant). Different letters represent difference in susceptibility to RKN (*Meloidogyne incognita* – RKN). GI: 0–10 scale on Y-axis. **(C)** Images depicting RKN-infested roots of NemX and SJ2 evaluated at 60 days. Blue circles indicate the presence of root galls. Scale bar: 5 cm.

### Differential Expression Profiling of SJ2, WMJJ, and NemX Revealed a Constitutive RKN-Defensive Transcriptional Behavior in NemX Roots

To dissect the molecular responses to RKN infection in cotton roots, we performed RNA-seq profiling of SJ2, WMJJ, and NemX RKN-inoculated and mock-treated plants (see section “Materials and Methods” for details). 

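The RNA-seq experiment covered roots of SJ2 (susceptible), WMJJ (moderately resistant) and NemX (resistant) under 2 treatments, with 3 libraries in each of the 6 groups. Seedlings aged 12 days received 5000 J2 juveniles of the nematode per plant or water only, and roots were collected at 23 days. The paper's methods give 6 plants per genotype and treatment, and the sample labels give 5. The authors trimmed the reads with Trimmomatic, pseudo-aligned them with kallisto to the transcripts of the TM-1 UTx v2.1 genome, and summed them per gene with tximport. They deposited 1 table of normalized values for 54508 genes in all 18 libraries, named by Gohir identifiers. The values lie near CPM (counts per library total, scaled), but the table's normalization is not stated. The column totals ran from 852215 to 901899 (median 864583) in SJ2_ctl and from 964337 to 1015650 (median 978562) in SJ2_rkn. They ran from 957278 to 987182 (median 971555) in WMJJ_ctl and from 969973 to 999410 (median 980221) in WMJJ_rkn. In NemX_ctl they ran from 1048420 to 1096550 (median 1076260), and in NemX_rkn from 1018710 to 1049990 (median 1026700). Whole read counts cannot be recovered from such values, so the depth behind a value is known only from the reads the paper lists for each library. Genes with a mean of at least 1 over the 18 libraries were tested, which kept 46813 genes and left out 7695. The log2 of each value plus 0.5 was fitted with limma, with 1 coefficient per group and an intensity trend in the variance, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. Genes with an adjusted p below 0.01 and an absolute log2 fold change above 1 were called differentially expressed. Standard errors (SE) below come from this fit, and values are given as mean ± SD over n = 3 libraries. The control libraries of each genotype serve both its response to RKN and the basal comparisons between genotypes. Genes named below are the 2 TIR-NBS-LRR genes the paper names, genes printed in its figures, and in each comparison the 2 called genes with the largest increase and the 2 with the largest decrease whose libraries did not overlap.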

A total of 18 RNA-seq libraries were produced for the three genotypes (see Materials and Methods, NCBI accession number GSE190503). Libraries were named according to treatment with control abbreviated as ‘ctl’ and RKN-infested abbreviated as ‘rkn’, namely, SJ2_ctl, SJ2_rkn, WMJJ_ctl, WMJJ_rkn, NemX_ctl, and NemX_rkn. Metrics of the different RNA-seq libraries are presented in Table 1.

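The paper lists between 4316080 and 7321725 pseudo-aligned reads per library (median 4744066) in SJ2_ctl and between 2741297 and 9472493 (median 5098209) in SJ2_rkn. Its numbers ran from 3359862 to 6479223 (median 4541480) in WMJJ_ctl and from 3593656 to 12594074 (median 4370251) in WMJJ_rkn. For NemX_ctl it lists 4118656 to 7208028 (median 4461912) and for NemX_rkn 4027422 to 6729422 (median 4051932). The paper's share of reads that pseudo-aligned ran from 70.45% in the first WMJJ_ctl library to 91.41% in the second NemX_ctl library, and the next lowest was 82.43% in the third WMJJ_ctl library. In the deposited table, the number of genes with a value above 0 ran from 51290 in the second SJ2_rkn library to 53850 in the third WMJJ_rkn library. The 10 genes with the highest values took between 1.18% and 1.82% of a library's total. The median over genes of the SD between replicates, on the log2 scale, lay between 0.244 and 0.266 in the 6 groups. Pearson's r of log2 values across genes lay between 0.937 and 0.965 for pairs of replicates, where genes are not independent replicates.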

We first determined gene expression differences among the genotypes and treatments tested (Figure 2). Principal component analysis (PCA; Figure 2A) revealed that samples were clustered by treatment and genotype as expected, which corroborated that the tested experimental conditions were adequate to analyze differential gene expression in response to RKN-infection. 

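A PCA of the log2 values of the 500 genes with the largest variance placed 55.1% of the variance on PC1, 19.2% on PC2 and 13.0% on PC3. PC1 set the WMJJ libraries, with scores from 46.6 to 48.4, apart from the SJ2 libraries, from −22.4 to −19.2, and the NemX libraries, from −27.2 to −25.8. PC2 set SJ2_ctl, from 34.2 to 42.1, apart from SJ2_rkn, from −9.55 to −2.63. On PC2 the WMJJ_ctl libraries lay between 7.81 and 14.3, WMJJ_rkn between −13.4 and −13.0, and all NemX libraries between −18.6 and −10.8. With all tested genes in place of 500, PC1 held 25.0% and PC2 22.9%, the largest change of PC1 among the settings tried. From the grouping of samples in this plot, the paper concludes that the conditions were adequate to analyze differential gene expression.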

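In the space of those 500 genes, the centroids of SJ2_ctl and SJ2_rkn lay 53.1 apart, which was 2.16 times the mean distance of 24.6 between replicates of a group. The centroids of WMJJ_ctl and WMJJ_rkn lay 40.8 apart, 1.66 times that distance. Of the 10 ways to split the 6 libraries of a genotype into 3 against 3, the true split gave the largest centroid distance in each of these genotypes (one-sided exact permutation test, p = 0.1, the smallest p this design allows). With 0.1 added before the log2 in place of 0.5, the ratios were 1.38 for SJ2 and 1.06 for WMJJ.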

Interestingly, the SJ2 and WMJJ libraries of RKN-infected roots (SJ2_rkn and WMJJ_rkn, Figure 2A) clustered differentially in response to both genotype and treatment. However, in the case of the NemX samples (NemX_rkn and NemX_ctl), we unexpectedly found that the samples clustered only according to genotype and not by treatment, suggesting that the NemX plants do not activate major gene expression changes in response to RKN-infection.

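The centroids of NemX_ctl and NemX_rkn lay 20.2 apart, 0.824 times the mean distance between replicates. The true split of the 6 NemX libraries still gave the largest of the 10 possible centroid distances (one-sided exact permutation test, p = 0.1, the smallest possible). With 0.1 added before the log2, 2 of the 10 splits were as large as the true split (exact permutation test, p = 0.2). On PC3 the NemX_ctl libraries had scores from −20.5 to −18.4 and the NemX_rkn libraries from −9.19 to −6.06, with no overlap. From the placement of the NemX samples by genotype alone, the paper proposes that NemX plants do not activate major gene expression changes in response to RKN.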

**Figure 2:**
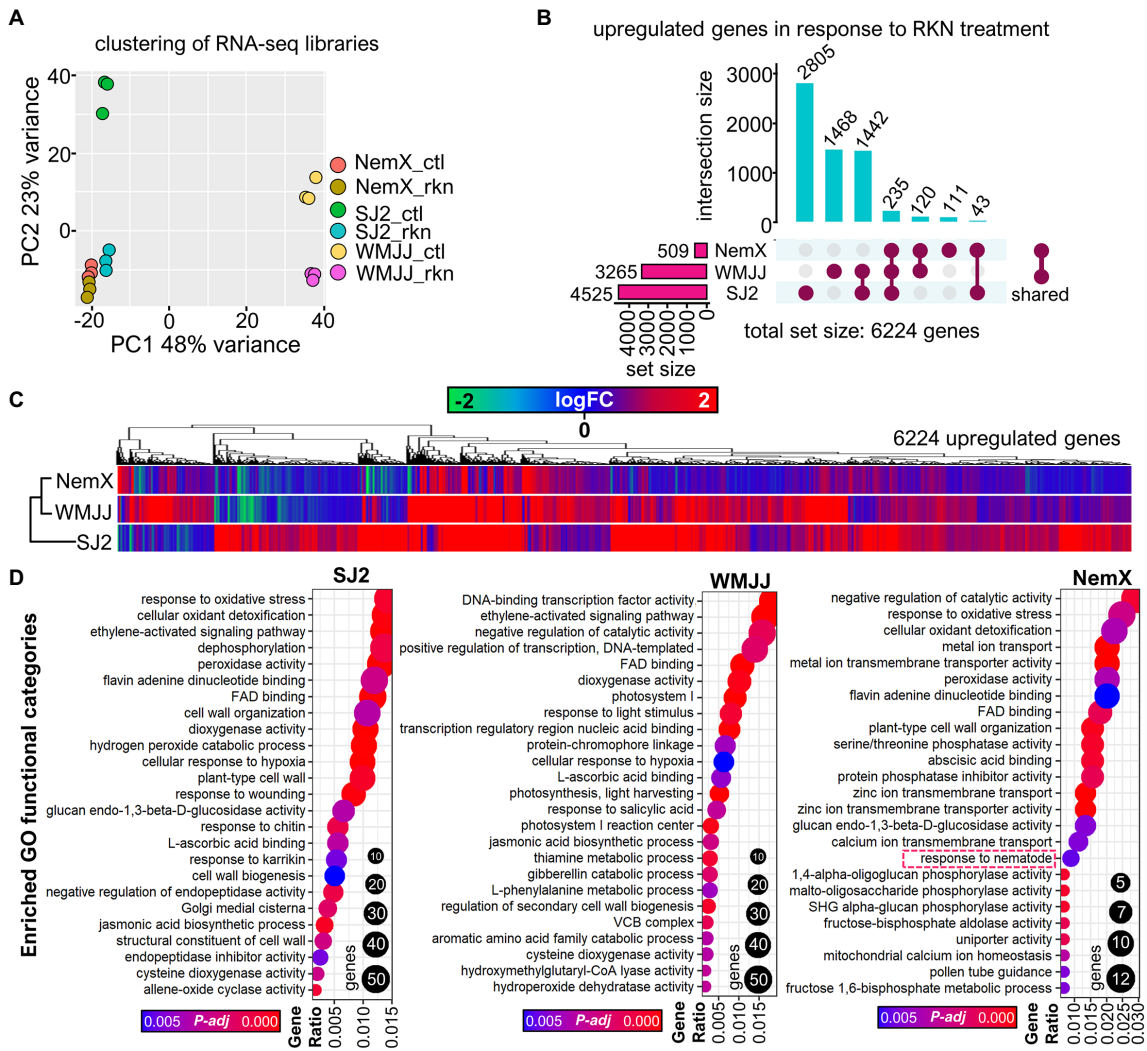
Expression profiling analysis revealed a differential activation of genes and biological processes in response to RKN infection among cotton cultivars SJ2, WMJJ and NemX. **(A)** PCA analysis of sample relationships for each of the RNA-seq libraries of this study. **(B)** Venn analysis of upregulated genes in response to RKN-treatment. **(C)** Heatmap of the upregulation (in logFC units) of the total set of induced genes in SJ2, WMJJ and NemX. **(D)** Gene Ontology (GO) analysis of significantly enriched functional categories (see Supplementary Material).

We then performed pairwise comparisons between the genotypes and treatments tested to determine differential gene expression (Figures 2B,C; Supplementary Figure S1, Supplementary Material). 

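Between SJ2_rkn and SJ2_ctl, 3787 genes were called upregulated and 2770 downregulated. The largest increase with non-overlapping libraries was in Gohir.A01G227000, at 143 ± 5.40 in SJ2_rkn against 0.787 ± 1.03 in SJ2_ctl (SD, n = 3), a log2 fold change of 7.11 (SE 0.41, limma, Benjamini-Hochberg adjusted p = 1.23e-10). Next was Gohir.A05G316200, at 173 ± 25.2 against 1.38 ± 1.39, with a log2 fold change of 6.90 (SE 0.45, adjusted p = 7.47e-10). The largest decrease was in Gohir.D06G078100, from 41.9 ± 4.01 to 1.16 ± 0.588, with a log2 fold change of −4.72 (SE 0.36, adjusted p = 4.63e-09). Gohir.A11G244300 fell from 25.9 ± 5.62 to 0.674 ± 0.646, with a log2 fold change of −4.65 (SE 0.39, adjusted p = 1.70e-08). Gene names for these identifiers were not available here, where the supplementary tables are held only in part. With no fold threshold 5280 genes were called upregulated and 3834 downregulated, and with a filter at a mean of at least 5 the counts were 3120 and 1754. After every library was scaled to an equal total, log2 fold changes shifted by a median of −0.16, and 3065 genes were called upregulated and 3986 downregulated.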

In SJ2 genotype, which is susceptible to RKN-infection, we discovered 4,525 upregulated genes and 3,722 downregulated genes in response to RKN treatment (8,247 differentially expressed genes in total). 

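Between WMJJ_rkn and WMJJ_ctl, 2623 genes were called upregulated and 2264 downregulated. Gohir.A05G316200 had the largest increase with non-overlapping libraries, at 58.6 ± 20.9 in WMJJ_rkn against 0.393 ± 0.444 in WMJJ_ctl, with a log2 fold change of 6.11 (SE 0.45, limma, Benjamini-Hochberg adjusted p = 1.15e-08). Gohir.D01G216800 rose from 3.73 ± 1.87 to 233 ± 106, with a log2 fold change of 5.78 (SE 0.49, adjusted p = 4.76e-08). The largest decreases were in Gohir.D11G008500, with a log2 fold change of −4.72 (SE 0.35, adjusted p = 1.23e-08) from 38.9 ± 5.22 to 1.07 ± 0.597, and in Gohir.D02G099900, with −4.37 (SE 0.23, adjusted p = 3.73e-10) from 219 ± 44.4 to 10.7 ± 5.06. Fitted on the 6 WMJJ libraries alone, 1505 genes were called downregulated.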

In the intermediate-RKN resistant WMJJ cultivar., we determined 3,265 upregulated and 2,920 downregulated genes. In the RKN-resistant NemX, we found out that only 509 and 584 genes were up and downregulated, respectively, in response to RKN-infestation (Figures 2B,C; Supplementary Figure S1). These data show that there is less activation of differential gene expression in response to RKN infestation in WMJJ than in SJ2 (6,184 genes, ~75% of the total differentially expressed genes in SJ2) and that there is a significantly more discrete transcriptional response to RKN-infestation in NemX in comparison with both SJ2 and WMJJ (1,093 genes, ~13% of SJ2 and ~15 of WMJJ). 

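Between NemX_rkn and NemX_ctl, 266 genes were called upregulated and 312 downregulated. After scaling to equal totals 316 were called upregulated and 251 downregulated, so the share upregulated rose from 46.0% to 55.7%. Gohir.A07G185100 rose from 0.247 ± 0.428 in NemX_ctl to 8.84 ± 2.09 in NemX_rkn, a log2 fold change of 3.76 (SE 0.47, limma, Benjamini-Hochberg adjusted p = 1.49e-04). Gohir.D05G296000 rose from 2.12 ± 0.377 to 15.2 ± 0.884, with a log2 fold change of 2.59 (SE 0.26, adjusted p = 2.25e-05). Gohir.D05G103200 fell from values of 6.32 to 21.4 to values of 0 to 5.93, with a log2 fold change of −3.55 (SE 0.73, adjusted p = 0.00694). Gohir.A07G032533 fell from 37.5 ± 3.87 to 4.13 ± 1.04, with a log2 fold change of −3.05 (SE 0.63, adjusted p = 0.00721). Neither of these decreases was called with 0.1 added before the log2 or without an intensity trend, and that of Gohir.D05G103200 was not called in a fit on the compared libraries alone. The call on Gohir.D05G103200 was lost without the first or the second NemX_ctl library (adjusted p = 0.0436 and 0.0364) and without the first or the second NemX_rkn library (0.0433 and 0.0469). The call on Gohir.A07G032533 was lost without any of the 6 libraries (adjusted p = 0.0279, 0.0346 and 0.0207 for NemX_ctl and 0.0291, 0.0199 and 0.0370 for NemX_rkn, in order of replicate). These counts fell with any of the 6 libraries left out. A fit with fewer samples can call fewer genes in itself, so the falls do not show that a particular library drives the counts. The upregulated genes numbered 152 without the first NemX_ctl library, 160 without the second and 229 without the third. They numbered 156 without the first NemX_rkn library, 166 without the second and 118 without the third. In the same order, the downregulated genes numbered 134, 129, 209, 171, 172 and 134. At an adjusted p below 0.05 the counts were 560 and 604, and on the 6 NemX libraries alone 129 genes were called upregulated. With a term added for the library of each group with the most reads, they were 404 and 461.

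**Figure D1:**
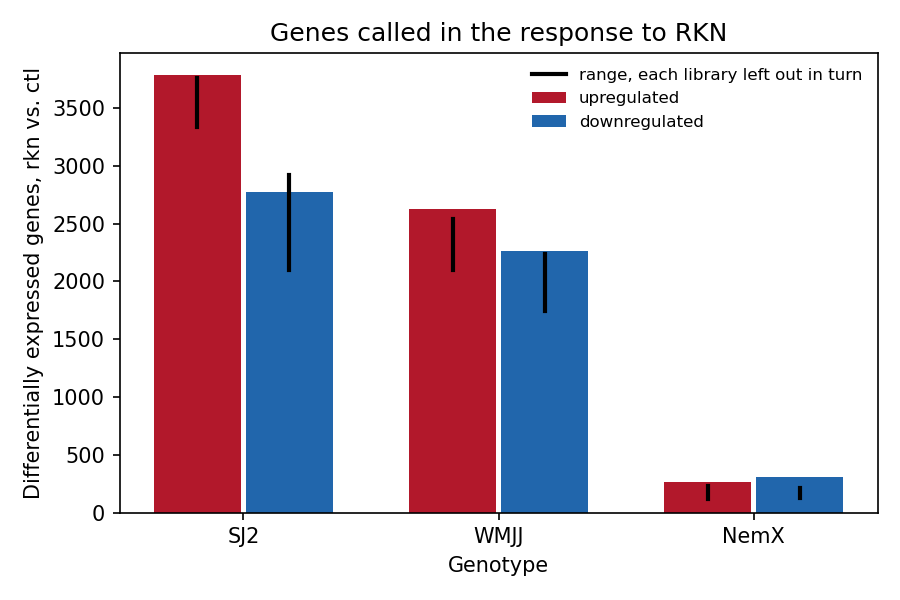
Number of genes called upregulated and downregulated between rkn and ctl libraries in each genotype. Bars are the counts with all libraries, and black lines are the range of the counts with each library left out in turn. The NemX bars, at 266 and 312, are the lowest.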

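The responses were compared directly as interaction terms in the same limma fit. The log2 fold change in SJ2 differed from that in NemX for 3301 genes, with 2445 higher in SJ2 and 856 lower. Between WMJJ and NemX it differed for 684 genes, 490 of them higher in WMJJ and 194 lower. Between SJ2 and WMJJ it differed for 2376 genes, 1850 higher in SJ2 and 526 lower. Scaled to equal library totals, the genes higher and lower were 1748 and 1528 for SJ2 and NemX, 382 and 246 for WMJJ and NemX, and 1485 and 849 for SJ2 and WMJJ. When the genotype means were removed and the genotype labels exchanged within each treatment, the true labels alone of 100 labellings gave as many genes, for each pair of genotypes. The other labellings gave at most 0, 1 and 295 genes in the same order. The WMJJ and NemX count moved with single libraries, and a fit with fewer samples can call fewer genes in itself. It was 878 without the second WMJJ_rkn library and below 684 without each of the other libraries. It was 323 without the first WMJJ_ctl library, 296 without the first WMJJ_rkn library and 404 without the third. It was 382 without the second NemX_ctl library, 441 without the third, 320 without the first NemX_rkn library and 390 without the third. From the numbers of differentially expressed genes, the paper concludes that fewer genes respond to RKN in WMJJ than in SJ2 and that the response of NemX is the most discrete.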

Using an UpSet analysis to determine the sets of genes that are common or uniquely upregulated across the different cultivars or genotypes, we observed that there is a common set of 235 genes that are activated in all the genotypes in response to RKN infection; a set of 43 genes induced in both SJ2 and NemX; a set of 1,442 genes that are activated in SJ2 and WMJJ; and a set of 120 genes that are only activated by NemX and WMJJ (Figure 2B). 

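Of the genes called upregulated, 135 were called in all 3 genotypes, 16 in SJ2 and NemX only, 1285 in SJ2 and WMJJ only and 72 in NemX and WMJJ only. A gene's absence from one of these sets rests on the thresholds in each genotype and is no test of a difference between genotypes. The counts that include NemX moved with single libraries, and a fit with fewer samples can call fewer genes in itself. Genes called in all 3 genotypes numbered 73 without the first NemX_ctl library, 80 without the second, 79 without the first NemX_rkn library, 75 without the second and 55 without the third. Those shared by SJ2 and NemX only numbered 10 without the second NemX_ctl library, 7 without the first and also without the third NemX_rkn library, and 25 without the second WMJJ_rkn library. Those shared by NemX and WMJJ only numbered 43 without the first NemX_ctl library and 46, 47 and 36 without the first, the second and the third NemX_rkn library. At an adjusted p below 0.05, the sets held 250 genes in all genotypes, 43 in SJ2 and NemX only, and 140 in NemX and WMJJ only.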

Genes with increased transcript levels specific for each cultivar were 111, 1,468 and 2,805 in NemX, WMJJ and SJ2, respectively (Figure 2B).

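Genes called upregulated in 1 genotype only numbered 43 in NemX, 1131 in WMJJ and 2351 in SJ2. The NemX count was 25 without the first NemX_ctl library, 18 without the second, 24 without the first NemX_rkn library and 20 without the third, and 127 at an adjusted p below 0.05. The WMJJ count lay between 842 and 1227 with each library left out in turn, and the SJ2 count between 2056 and 2571.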

### GO Profiling of SJ2, WMJJ, and NemX Cotton Cultivars in Response to RKN-Infection

To further characterize the biological processes that are activated in SJ2, WMJJ and NemX cultivars in response to RKN infection, we carried out Gene Ontology (GO) enrichment analysis of the genes that are induced in the roots of each cultivar in response to RKN-infection (Figure 2D). Diverse GO categories were found to be enriched (adj. value of *p* < 0.05) in each of the cultivars with specific GO profile (Figure 2D and Supplementary Material). Despite the large degree of variation in the GO categories, we did find commonly enriched GO categories. For instance, we found out that ethylene signaling (GO:0009873 “ethylene-activated signaling pathway”) was activated in the roots of the three genotypes tested in response to RKN-infection. This was expected as ethylene production and signaling has been reported to be triggered by nematode-induced damage (Sato et al., 2019), particularly in the region of the root that is damaged by the parasite (Marhavý et al., 2019). Several categories related to reactive oxygen species (ROS; GO:0006979 response to oxidative stress, GO:0098869 cellular oxidant detoxification, GO:0042744 hydrogen peroxide catabolic process, GO:0004601 peroxidase activity) were activated in the RKN-infested roots of SJ2 and NemX but not in WMJJ. Oxidative burst is a common immune response of plants to RKN-infection which occurs during the infection process (Sato et al., 2019) and it seems to be a characteristic transcriptional response of Acala-type cultivars as we did not find these ROS-related GO categories to be particularly enriched in the WMJJ genotype (Figure 2D and Supplementary Material). Furthermore, we found enriched GO categories related to jasmonic acid biosynthesis (GO:0009695 jasmonic acid biosynthetic process) and to response to salicylic acid (GO:0009751 response to salicylic acid) in both susceptible SJ2 and mildly resistant WMJJ (Figure 2D; Supplementary Material). However, we did not find these categories, or any other category related to salicylic and jasmonic acid significantly enriched in the genes that are activated in the roots of NemX in response to RKN-infestation (Figure 2D; Supplementary Material). This was unexpected since jasmonic and salicylic acid are two key plant hormones that modulate plant immunity (Pieterse et al., 2012) and NemX is an RKN resistant cultivar.

### Expression Profiling Analysis Revealed Constitutive Activation of Nematode-Related and Defense-Response Related Genes in the NemX and WMJJ RKN-Resistant Cultivars

GO analysis indicates that the “response to nematode” (GO: GO0009624) category is significantly enriched in the gene sets that are induced in response to RKN-treatment in the roots of NemX and SJ2, respectively (Figure 2D; Supplementary Material); and this category was found to be more significantly enriched in resistant NemX (adj. value of *p* 0.018) than in SJ2 (adj. value of *p* 0.027) and WMJJ (adj. value of *p* 0.86; not enriched). Because the genes that belong to the “response to nematode” might be of interest to dissect RKN-resistance, we analyzed their expression values among the genotypes and treatments tested (Figure 3A). 

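The heatmap in Figure 3A prints 8 genes of the response to nematode category as induced in SJ2 alone. All 8 were called upregulated between SJ2_rkn and SJ2_ctl, with a median log2 fold change of 1.83, and none was called by limma in the WMJJ or NemX responses, where 2 and 0 rose at an unadjusted p below 0.05 (medians 0.25 and −0.01). Without the second WMJJ_ctl library 1 gene, Gohir.D01G218500, was called in WMJJ (1.03). The strongest was Gohir.D01G218500, at 90.0 ± 3.95 in SJ2_rkn against 15.8 ± 5.01 in SJ2_ctl (SD, n = 3), with a log2 fold change of 2.52 (SE 0.19, limma, Benjamini-Hochberg adjusted p = 3.53e-09). In basal expression, log2 fold changes of NemX_ctl over SJ2_ctl ran from 0.97 to 3.31 with a median of 1.57, and 7 of the 8 genes were called higher. The largest was in Gohir.A06G146800, at 13.3 ± 2.43 in NemX_ctl and 6.91 ± 2.13 in WMJJ_ctl against 1.06 ± 0.939 in SJ2_ctl. Its log2 fold change over SJ2_ctl was 3.31 (SE 0.39, adjusted p = 1.07e-06) in NemX_ctl and 2.38 (adjusted p = 7.60e-05) in WMJJ_ctl. Gohir.A06G159701, at 45.0 ± 9.47 against 23.0 ± 6.49, fell short of the fold threshold (log2 fold change 0.97, adjusted p = 0.00892), but passed it without the second SJ2_ctl library (1.16) or the first NemX_ctl library (1.15). Between WMJJ_ctl and SJ2_ctl the median was 0.84, the range 0.30 to 2.38, and 3 genes were called higher. Between NemX_ctl and WMJJ_ctl the range was 0.63 to 1.32, the median 0.69, and 1 gene was called higher, or 2 without the second WMJJ_ctl library and 3 without the third NemX_ctl library. The counts adjusted over the list alone were 7 for NemX_ctl and 3 for WMJJ_ctl over SJ2_ctl, which is not independent evidence, since the study chose the genes on these samples. With equal library totals the median of NemX_ctl over SJ2_ctl was 1.29 and 7 genes were still called. Of the other 7 genes printed in Figure 3A, 3 were called upregulated in SJ2 as well, or 2 without the first SJ2_ctl library or the second SJ2_rkn library. In basal expression 1 of these 7 was called higher and 2 lower in NemX_ctl than in SJ2_ctl (1 lower without the first NemX_ctl library, 3 lower with equal library totals), and 1 was called higher and 3 lower in WMJJ_ctl than in SJ2_ctl (2 lower without the first or the third SJ2_ctl library or the second or the third WMJJ_ctl library). The pseudo-alignment could have split reads between the A and D copies of a gene, so values of a single copy are uncertain here and for the genes named below.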

Interestingly, we discovered that “response to nematode” genes induced in susceptible SJ2 in response to RKN-treatment have a higher basal expression in moderately resistant WMJJ than in SJ2, whereas the highest basal expression was found to be induced in the nematode-resistant NemX (Figure 3A). These data prompted the hypothesis that, rather than activate the expression of RKN-resistance genes, RKN-resistant genotypes present a higher constitutive or basal expression of RKN-resistance related genes. To further test this hypothesis, we performed pairwise comparisons among the root transcriptomic profiles of moderately RKN-resistant WMJJ and RKN-resistant NemX versus susceptible SJ2 under non-infected control conditions, to determine the differences in basal gene expression by genotype (Figures 3B,C). 

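Between WMJJ_ctl and SJ2_ctl, 3635 genes were called higher and 2723 lower. The largest increase with non-overlapping libraries was in Gohir.A05G283000, at 455 ± 53.1 in WMJJ_ctl against 0.688 ± 1.19 in SJ2_ctl (SD, n = 3), with a log2 fold change of 9.04 (SE 0.91, limma, Benjamini-Hochberg adjusted p = 1.78e-07). Next was Gohir.D10G206900, at 123 ± 11.0 against 0.869 ± 0.615, with 6.61 (SE 0.61, adjusted p = 4.92e-08). Gohir.D13G229300 was lower, at 0.107 ± 0.185 against 549 ± 46.3, with a log2 fold change of −9.86 (SE 0.24, adjusted p = 1.16e-16), and so was Gohir.D01G055300, at 0.0528 ± 0.0914 against 274 ± 94.6, with −8.91 (SE 0.27, adjusted p = 3.77e-15). With no fold threshold 4670 genes were called higher and 3765 lower, and with a filter at a mean of at least 5 the counts were 2845 and 1611. Scaling every library to an equal total shifted the log2 fold changes by a median of −0.14 and gave 3086 genes called higher and 3635 lower.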

We determined that in WMJJ there are 4,509 genes with higher and 4,527 with lower transcript level respect to SJ2 (Figure 3B). 

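Between NemX_ctl and SJ2_ctl, 4386 genes were called higher and 1924 lower. Gohir.A05G283000 had the largest increase with non-overlapping libraries, at 921 ± 261 in NemX_ctl, with a log2 fold change of 10.02 (SE 0.91, limma, Benjamini-Hochberg adjusted p = 3.21e-08). Gohir.D10G206900 followed, at 188 ± 17.3, with 7.21 (SE 0.61, adjusted p = 1.05e-08). Gohir.D10G206150 was lower, at 0.971 ± 0.961 against 201 ± 29.1 in SJ2_ctl, with a log2 fold change of −7.36 (SE 0.45, adjusted p = 1.35e-10). Gohir.D12G028500 was listed at 0 in every NemX_ctl library and between 19.6 and 27.6 in SJ2_ctl. Of the called genes, 69.5% were higher in NemX_ctl. This share depended on the scaling between libraries, because the column totals of NemX_ctl exceed those of SJ2_ctl. Scaling every library to an equal total shifted the log2 fold changes by a median of −0.28 and gave 3304 genes called higher and 3840 lower, a share of 46.2%. Median-of-ratios scaling gave 4444 and 1866 genes, and quantile normalization 4109 and 2189. With a filter at a mean of at least 5, 1091 genes were called lower.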

In the case of NemX, we determined that 5,105 genes had higher and 2,852 lower transcript levels with respect to SJ2 (Figure 3C). 

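Of the genes called higher than in SJ2_ctl, 2652 were called in both WMJJ_ctl and NemX_ctl, 983 in WMJJ_ctl only and 1734 in NemX_ctl only. Both comparisons use the same SJ2_ctl libraries, so errors in those libraries enter both. In 20 simulations with these controls in which the changes of NemX_ctl were moved at random to other genes of similar mean, 475 to 554 genes were called in both (mean 516). Across all tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of the 2 comparisons was 0.660. In 20 simulations in which the groups did not differ, the shared controls alone gave a mean r of 0.498 (range 0.486 to 0.513). With no true changes in them, these simulations do not show how much of 0.660 comes from the shared controls. The number called in both lay between 2387 and 2636 with each library left out in turn.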

Interestingly, Venn analysis revealed that WMJJ and NemX have higher transcript levels for 3,010 genes in common with respect to SJ2 under control non-infected conditions (Figure 3D).

**Figure 3:**
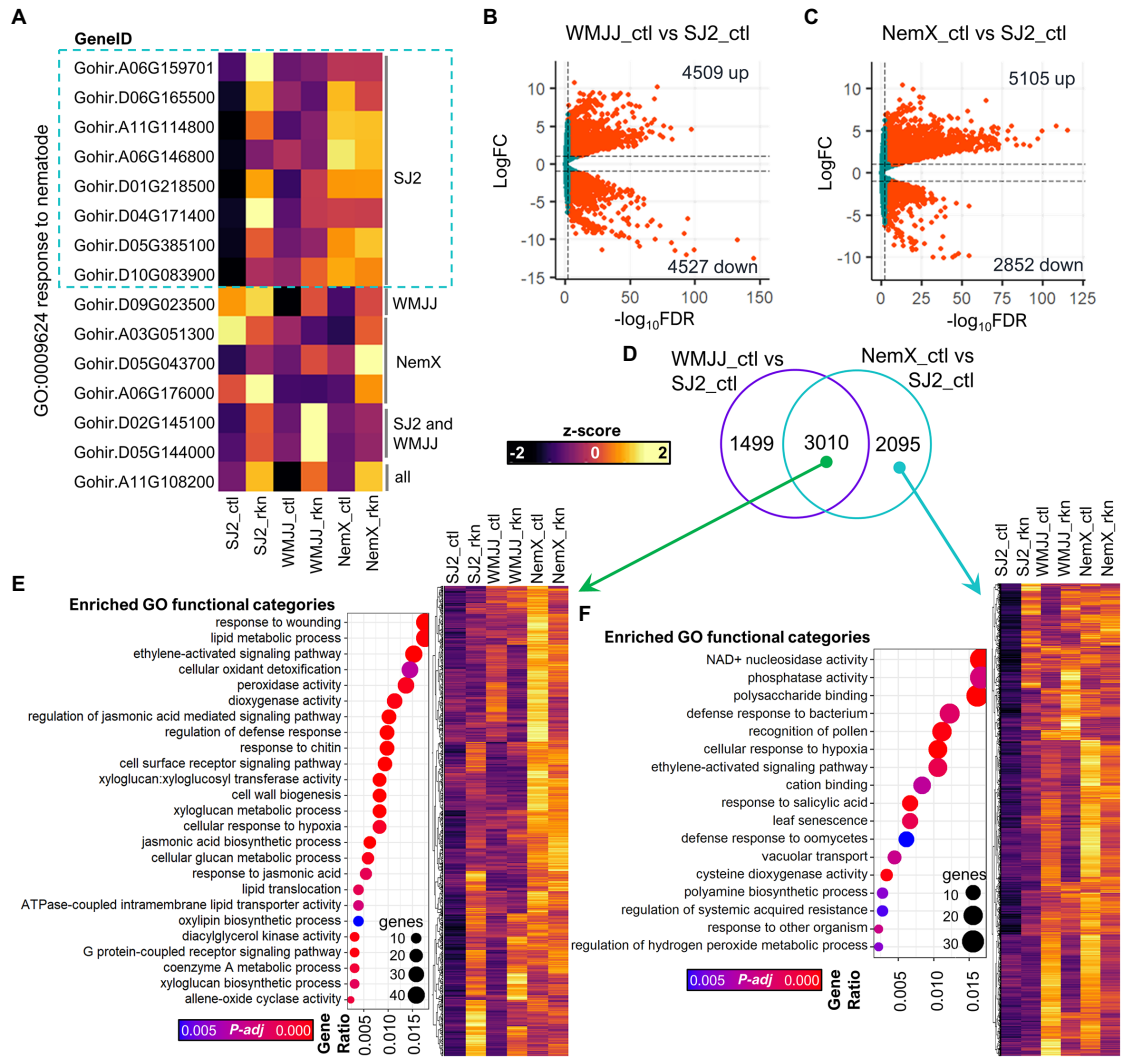
Expression profiling analysis revealed constitutive activation of nematode-related and defense-response related genes in the NemX accession. **(A)** Heatmap of the expression of genes included in the GO:0009624 response to nematode functional category. **(B,C)** Volcano plots of differential basal expression in WMJJ **(B)** and NemX **(C)** cultivars vs. SJ2. **(D)** Venn analysis of the differentially expressed genes presented in **(B,C)**. **(E,F)** GO enrichment analysis of the genes with more basal expression in WMJJ and NemX **(E)** and of those that are specific to NemX **(F)**.

Evidence presented in Figures 3B–D supports the notion that there is a wide landscape of basal transcriptional differences between the three genotypes tested that correlate with the degree of RKN resistance. However, it remained unknown whether these genes contribute to biological processes related to RKN-resistance. Therefore, we then performed GO enrichment analysis to get functional insights into the “constitutively expressed” gene sets in RKN-resistant genotypes (Figures 3E,F; Supplementary Figure S2, Supplementary Material). 

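The direct comparison of NemX_ctl with WMJJ_ctl called 1752 genes higher and 980 lower. Gohir.D13G229300, at 399 ± 96.9 in NemX_ctl (SD, n = 3), had a log2 fold change of 9.37 (SE 0.24, limma, Benjamini-Hochberg adjusted p = 2.39e-16), and Gohir.D01G055300, at 345 ± 108, had 9.25 (SE 0.27, adjusted p = 1.20e-15). Gohir.A11G008100 was lower, at 0.350 ± 0.119 against 240.0 ± 33.2, with −8.14 (SE 0.32, adjusted p = 2.93e-13), and Gohir.A04G008000 was listed at 0 in every NemX_ctl library and between 48.4 and 55.4 in WMJJ_ctl. Scaling every library to an equal total shifted these log2 fold changes by a median of −0.13 and gave 1355 genes called higher and 1295 lower. Between infested roots, 1346 genes were called higher and 849 lower in NemX_rkn than in SJ2_rkn, and 1217 higher and 1342 lower in WMJJ_rkn than in SJ2_rkn. Without the first SJ2_rkn library, NemX_rkn had 886 genes higher and 480 lower, and without the second 859 and 531. In NemX_rkn over SJ2_rkn, Gohir.A05G283000 had a log2 fold change of 6.88, Gohir.D10G206900 of 5.96 and Gohir.D10G206150 of −7.34, and Gohir.D13G004300 was listed at 0 in NemX_rkn and between 20.8 and 35.6 in SJ2_rkn. In WMJJ_rkn over SJ2_rkn, Gohir.A11G280700 had 5.95, Gohir.D01G055300 −9.36 and Gohir.D13G229300 −8.22, and Gohir.D07G185200 was listed at 0 in SJ2_rkn and between 37.6 and 54.1 in WMJJ_rkn. From Figures 3B–D, the paper proposes that wide basal differences between the genotypes correlate with the degree of resistance.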

GO enrichment analysis determined that several functional categories related to RKN-responses are significantly enriched for the genes which are upregulated in both WMJJ and NemX with respect to SJ2 (Figure 3E). These categories include “response to wounding” (GO:0009611), “regulation of defense response” (GO:0031347) and “cell surface receptor signaling pathway” (GO:0007166). Furthermore, several categories related to jasmonic acid synthesis and signaling were found to be enriched in this gene set (GO:2000022, GO:0009753, GO:0009695, GO:0031408; Figure 3E; Supplementary Material). In the case of the genes that were upregulated only in WMJJ (1,499 genes) with respect to SJ2, we determined that categories related to terpenoid synthesis, which have been reported to have nematicide activity (Abdel-Rahman et al., 2013), are enriched in this gene set (Supplementary Figure S2; Supplementary Material). In the case of the genes that were upregulated only in NemX (2095 genes) with respect to SJ2, we determined that categories related to defense responses including “defense response to bacterium” (GO:0042742), “response to other organism” (GO:0051707) and “defense response to oomycetes” (GO:0002229) were enriched. Interestingly, several categories related to salicylic acid signaling and acquisition of systemic resistance (GO:0009751, GO:0010112, GO:0009862) were also found to be enriched in the set of genes that possess more basal expression in the roots of NemX than in the roots of SJ2 (Figure 3F). Overall, GO enrichment analysis of the gene sets that have higher basal expression in RKN-resistant genotypes supports the idea that RKN-resistance in the studied cotton cultivars is mediated, at least in part, by an enhanced basal transcription of RKN-resistance-related genes. Of special interest is the fact that the synthesis and signaling of the key plant defense phytohormones jasmonic and salicylic are transcriptionally enhanced in RKN-resistant NemX cultivar.

### Protein Homology Analysis Revealed Basal Expression of Jasmonic Acid Biosynthesis and Signaling Is Upregulated in NemX and WMJJ With Respect to SJ2

The synthesis of jasmonic acid starts in the chloroplast where membrane phospholipids are hydrolyzed by a phospholipase that catalyzes the formation of α-linolenic acid from membrane galactolipids; α-linolenic acid is further processed by a lipoxygenase (LOX), an allene oxide synthase (AOS), and an allene oxide cyclase (AOC) to produce 12-oxo-phytodienoic acid (OPDA). OPDA is transported into the peroxisome where it is converted to jasmonic acid by OPDA-reductase and three consecutive cycles of β-oxidation by an acyl-CoA-oxidase (ACX; Figure 4A). Ultimately, jasmonic acid is conjugated to isoleucine (ja-isoleucine), which is the biologically active form of jasmonic acid (Wasternack and Song, 2017; Figure 4A). To further characterize the upregulation of jasmonic acid synthesis in RKN-resistant cotton genotypes, we decided to analyze the expression of genes that are more expressed in RKN-resistant NemX and moderately resistant WMJJ than in susceptible SJ2 that code orthologs of *Arabidopsis* enzymes that are involved in jasmonic acid synthesis (Figure 4B), because jasmonic acid synthesis has been thoroughly characterized in *Arabidopsis* (see Wasternack and Song, 2017 for review).

**Figure 4:**
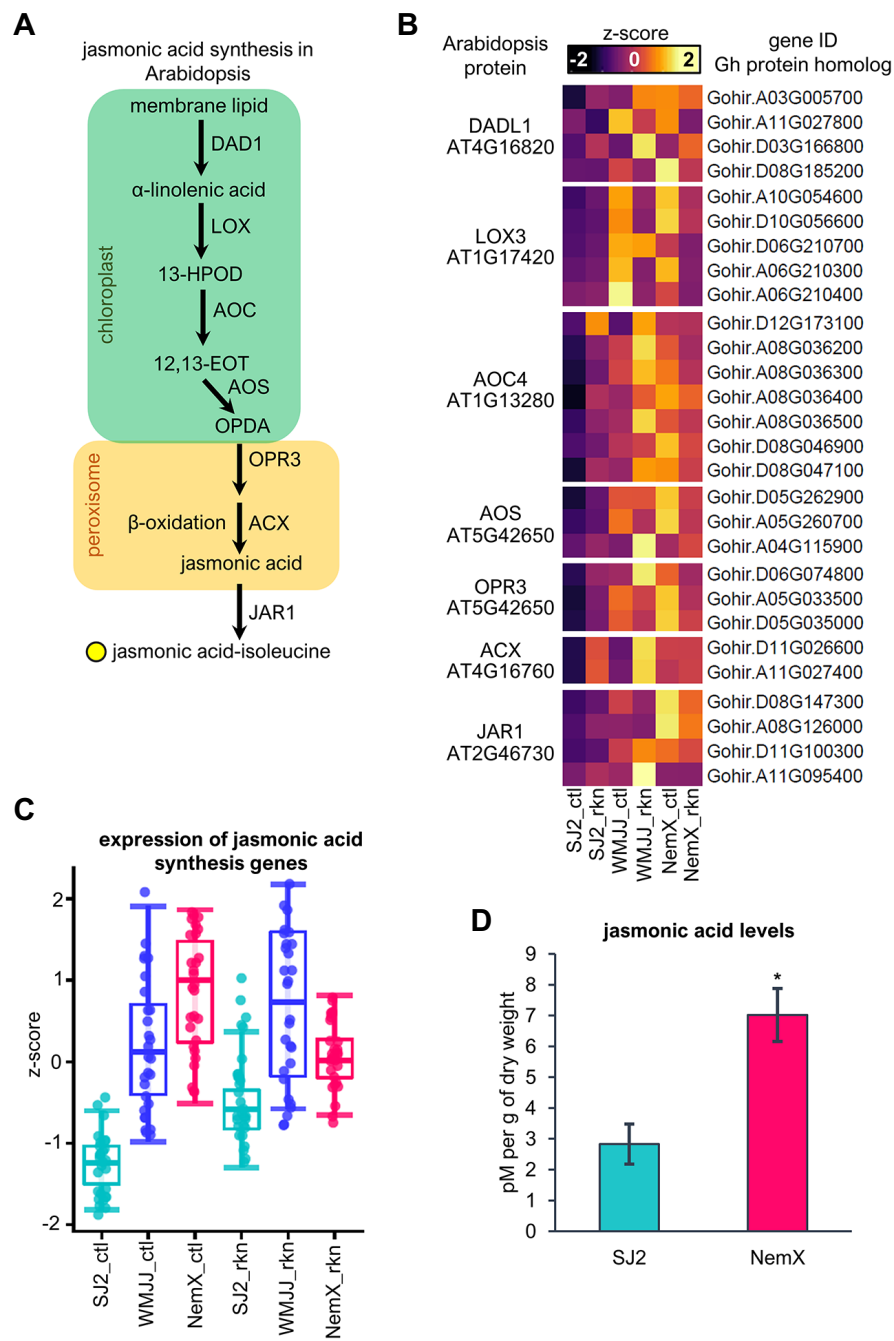
Basal expression of jasmonic acid biosynthesis is upregulated in NemX and WMJJ with respect to SJ2. **(A)** Jasmonic acid synthesis in Arabidopsis. **(B)** Heatmap of the expression of *Gh* genes coding for orthologous proteins of Arabidopsis. **(C)** Boxplot analysis of the expression levels of jasmonic acid synthesis genes presented in **(B)**. **(D)** Quantification of jasmonic acid in SJ2 and NemX cotton plants using UHPLC coupled to MS. Jasmonic acid levels were determined in picomoles (pM) per gram of dry weight. Student’s *t*-test was performed to determine statistically significant differences (*n* = 3) which are indicated with an asterisk ( *p* <0.05).

In *Arabidopsis*, membrane lipid hydrolysis is catalyzed by the enzymes encoded by the genes *DEFECTIVE IN ANTHER DEHISCENCE 1 (AtDAD1)* and its paralog *AtDAD1-LIKE* (Ishiguro et al., 2001; Ruduś et al., 2014) for which we found 4 cotton (*Gh*) genes encoding *Gh*DAD1-LIKE protein orthologs (Figure 4B). 

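The study chose the genes of Figure 4B for higher expression in NemX and WMJJ than in SJ2, so such calls are not independent evidence. The heatmap in that figure prints 4 genes for GhDAD1-LIKE. Of the 3 tested, all were called higher in NemX_ctl than in SJ2_ctl and all in WMJJ_ctl. The largest log2 fold change that could be computed, 3.73 (SE 0.28, limma, Benjamini-Hochberg adjusted p = 2.25e-09), was in Gohir.A03G005700, at 18.8 ± 4.03 in NemX_ctl against 0.999 ± 0.558 in SJ2_ctl (SD, n = 3). Gohir.A11G027800, at 44.6 ± 11.0 against 17.2 ± 2.05, had 1.33 (SE 0.25, adjusted p = 4.06e-04). Gohir.D03G166800 was listed at 0 in all SJ2_ctl libraries, between 3.22 and 5.85 in NemX_ctl and between 0.325 and 2.18 in WMJJ_ctl, so no fold change is given for it over SJ2_ctl. Its call in WMJJ_ctl was lost without the second WMJJ_ctl library (adjusted p = 0.0141). Its values rose to between 5.18 and 7.60 in SJ2_rkn and between 14.4 and 24.5 in WMJJ_rkn. They also rose in NemX_rkn, to between 6.95 and 13.4, where the log2 fold change of 1.27 was not called. Gohir.A03G005700 rose in SJ2_rkn, with a log2 fold change of 2.69. Gohir.A11G027800 fell in SJ2_rkn, with −1.59 (adjusted p = 5.89e-05), and in NemX_rkn, with −1.40 (adjusted p = 0.00283). Its call in NemX was lost without the first or the third NemX_ctl library (adjusted p = 0.0146 and 0.0166) or the second or the third NemX_rkn library (0.0119 and 0.0253). Gohir.D08G185200 had a mean below 1 and was not tested.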

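Of the 5 GhLOX3 genes printed in Figure 4B, 4 were tested, and all 4 were called higher in NemX_ctl and in WMJJ_ctl than in SJ2_ctl. Gohir.D10G056600 had a log2 fold change of 3.66 (SE 0.28, limma, Benjamini-Hochberg adjusted p = 2.94e-09) in NemX_ctl, at 1214 ± 175 against 96.3 ± 22.2. Gohir.A10G054600, at 565 ± 42.6 against 62.1 ± 15.6, had 3.21 (SE 0.21, adjusted p = 3.27e-10). The third, Gohir.D06G210700, had low values, at 5.38 ± 1.03 against 0.0618 ± 0.107, with 3.39 (SE 0.54, adjusted p = 5.12e-05). Gohir.A06G210300 was listed at 0 in all SJ2_ctl libraries, between 2.25 and 3.47 in NemX_ctl and between 2.22 and 3.48 in WMJJ_ctl. Gohir.A06G210400, which was not tested, was also listed at 0 in SJ2_ctl, between 0.970 and 1.31 in NemX_ctl and between 1.75 and 4.99 in WMJJ_ctl. In response to RKN, 1 gene was called upregulated in SJ2, 3 were called downregulated in WMJJ and 2 in NemX. The SJ2 call, on Gohir.A10G054600, was lost without the third SJ2_ctl library (0.95) or the third SJ2_rkn library (0.94). By limma, neither NemX call was left without any one of the NemX_ctl libraries or the third NemX_rkn library, and 1 was left without the first or the second NemX_rkn library.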

In the particular case of nematode infection in *Arabidopsis*, further oxidation of α-linolenic acid is increased and carried out by the enzymes encoded by the genes *AtLOX3* and *AtLOX4* (Ozalvo et al., 2014) for which we found 5 *Gh* genes encoding *Gh*LOX3 protein orthologs. 

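All 7 GhAOC4 genes printed in Figure 4B were called higher in NemX_ctl than in SJ2_ctl, and 5 were called higher in WMJJ_ctl. Gohir.D08G047100 had a log2 fold change of 4.38 (SE 0.25, limma, Benjamini-Hochberg adjusted p = 4.54e-11) in NemX_ctl, at 469 ± 40.4 against 23.0 ± 8.18. The smallest, 1.02 (SE 0.23, adjusted p = 0.00237), was in Gohir.D12G173100, at 64.3 ± 5.39 against 31.6 ± 4.03. Its call was lost with equal library totals (0.72) and without the first SJ2_ctl library (0.93), the first NemX_ctl library (1.00) or the third (0.97). Gohir.D08G046900, with 3.57 (SE 0.77), lost its call without the third SJ2_ctl library (2.45, adjusted p = 0.0107). Gohir.A08G036500 was listed at 0 in all SJ2_ctl libraries, between 9.38 and 14.4 in NemX_ctl and between 4.55 and 9.11 in WMJJ_ctl. It is 1 of 4 genes numbered in a row, from Gohir.A08G036200 to Gohir.A08G036500, between which the pseudo-alignment could have split reads. Called upregulated in response to RKN were 6 of the 7 genes in SJ2, 3 in WMJJ and none in NemX by limma, where none rose and 3 fell at an unadjusted p below 0.05. The WMJJ count was 1 without the first WMJJ_ctl library, the first WMJJ_rkn library or the third.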

The *Arabidopsis* genome has four genes that code for AtAOCs of which *AtAOC4* is predominantly expressed in roots (Stenzel et al., 2012); we found 7 *Gh* genes encoding for *Gh*AOC4 orthologous proteins. 

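The 3 GhAOS genes printed in Figure 4B were called higher in NemX_ctl than in SJ2_ctl. Gohir.D05G262900 had a log2 fold change of 4.09 (SE 0.16, limma, Benjamini-Hochberg adjusted p = 7.34e-13), at 981 ± 49.4 against 58.1 ± 14.2 (SD, n = 3), and at 666 ± 68.3 in WMJJ_ctl its log2 fold change was 3.53. Gohir.A05G260700, at 814 ± 145 against 91.5 ± 13.3, had 3.14 (SE 0.18, adjusted p = 6.42e-11), and Gohir.A04G115900, at 8.18 ± 2.01 against 2.89 ± 0.126, had 1.33 (SE 0.26, adjusted p = 5.06e-04). Only the first and the second were called higher in WMJJ_ctl. Gohir.D05G262900 rose in SJ2_rkn over SJ2_ctl, with a log2 fold change of 2.31, and in NemX_rkn its change of −0.75 was not called (adjusted p = 0.0103).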

The main allene oxide synthase of *Arabidopsis* is encoded by *AtAOS* (Laudert and Weiler, 1998) for which we found 3 *Gh* genes encoding AtAOS orthologs. 

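The 3 GhOPR3 genes printed in Figure 4B were all called higher than in SJ2_ctl, both in NemX_ctl and in WMJJ_ctl. Log2 fold changes of NemX_ctl over SJ2_ctl ran from 1.94 (SE 0.15, limma, Benjamini-Hochberg adjusted p = 2.81e-09) in Gohir.D05G035000, at 144 ± 16.4 against 36.9 ± 1.54, to 2.63 (SE 0.15, adjusted p = 5.18e-11) in Gohir.A05G033500, at 129 ± 10.9 against 20.4 ± 2.08. In WMJJ_ctl, Gohir.A05G033500 had 2.29. Of the 3 genes, 2 were called upregulated in response to RKN in SJ2, 1 in WMJJ and none in NemX by limma, where all 3 fell at an unadjusted p below 0.05.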

In the case of OPR, the gene *AtOPR3* encodes for the major OPR involved in jasmonic acid biosynthesis (Stintzi and Browse, 2000; Wasternack and Song, 2017) for which we found 3 *Gh* genes coding for *Gh*OPR3 protein orthologs (Figure 4B). 

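The heatmap in Figure 4B prints 2 GhACX genes, and both were called higher in NemX_ctl than in SJ2_ctl. Gohir.D11G026600, at 564 ± 39.2 against 152 ± 16.4, had a log2 fold change of 1.90 (SE 0.14, limma, Benjamini-Hochberg adjusted p = 1.67e-09), and Gohir.A11G027400, at 290.4 ± 14.6 against 108 ± 15.4, had 1.43 (SE 0.16, adjusted p = 5.67e-07). In WMJJ_ctl only the first was called, with 1.03, and it lost the call with equal library totals (0.88) and without the first SJ2_ctl library (0.94). The other, with 0.91, was called without the third SJ2_ctl library (1.01). Both rose in response to RKN in SJ2 and in WMJJ, with median log2 fold changes of 1.85 and 1.42, and neither was called by limma in NemX (median 0.04), nor had an unadjusted p below 0.05.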

In the case of ACX, we found 2 *Gh* genes coding for orthologous proteins of the main ACX of *Arabidopsis*, AtACX1 (Schilmiller et al., 2007). Ultimately, the JASMONIC ACID RESISTANT 1 (AtJAR1) enzyme conjugates jasmonic acid to isoleucine to produce the biologically active conjugated form of jasmonic acid (Staswick and Tiryaki, 2004); the *AtJAR1* gene is induced in response to both pathogen attack and herbivory (Suza and Staswick, 2008; Wasternack and Song, 2017). 

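The heatmap in Figure 4B prints 4 GhJAR1 genes, of which 3 were called higher in NemX_ctl than in SJ2_ctl and 3 in WMJJ_ctl. Gohir.A08G126000, at 367 ± 51.6 against 53.4 ± 6.39 (SD, n = 3), had a log2 fold change of 2.77 (SE 0.15, limma, Benjamini-Hochberg adjusted p = 2.39e-11) in NemX_ctl and 1.15 (adjusted p = 5.58e-06) in WMJJ_ctl. It was also called higher in NemX_ctl than in WMJJ_ctl, with 1.62 (adjusted p = 1.30e-07). Gohir.A11G095400, at 0.945 ± 0.189 against 0.206 ± 0.189, was not called in NemX_ctl (log2 fold change 1.06, adjusted p = 0.0774). In WMJJ_ctl it was called, with 1.79 (adjusted p = 0.00327), but not without the first SJ2_ctl library (1.56), the second WMJJ_ctl library (1.73) or the third (1.72).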

We found four *Gh* genes coding for *Gh*JAR1 protein orthologs. 

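Of the 28 jasmonic acid synthesis genes printed in Figure 4B, 26 passed the filter on low values. Under RKN, 17 were called upregulated and 1 downregulated in SJ2, 10 and 3 in WMJJ, and none and 3 in NemX by limma, where 2 rose and 15 fell at an unadjusted p below 0.05. The 3 NemX calls were not stable with a library left out, where a fit with fewer samples can lose calls in itself. None was left by limma without the first NemX_ctl library or the third NemX_rkn library, and 1 was left without the second NemX_ctl or the second NemX_rkn library. Without the third NemX_ctl library none of the 3 was left, and Gohir.A05G260700 was called instead (−1.12). Adjusted over the list alone, the NemX counts were 1 and 4, which is not independent evidence, since the study chose the genes on these samples. The median log2 fold change was 1.45 in SJ2, 0.36 in WMJJ and −0.60 in NemX, where 3 of the 28 changes were positive, or 5 with equal library totals. The control group was listed at 0 in all libraries for 4 genes in SJ2, and the median of the other 24 was also 1.45. Left out because it was listed at 0 in all NemX_rkn libraries, 1 gene changed the NemX median to −0.58. With each library left out in turn, the median stayed between 1.24 and 1.58 in SJ2, between 0.075 and 0.43 in WMJJ and between −0.67 and −0.49 in NemX. The SJ2 median was 1.28 with equal library totals, and 14 genes were called upregulated.

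**Figure D2:**
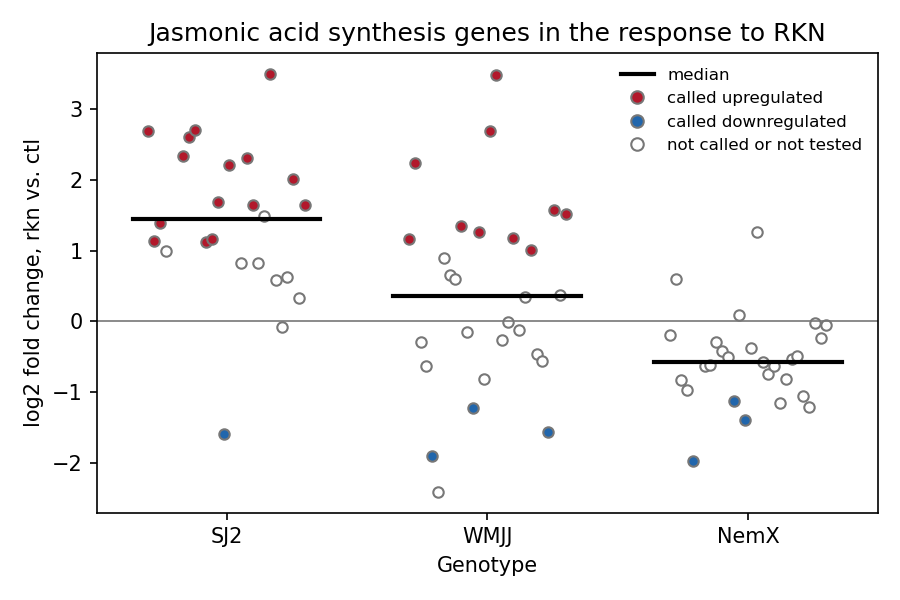
Log2 fold change between rkn and ctl libraries of the jasmonic acid synthesis genes in each genotype. Points are genes, filled where called, and black lines are their medians of 1.45, 0.36 and −0.58. Genes for which all libraries of a compared group are listed at 0 have no point, 4 in SJ2 and 1 in NemX. In NemX most points lie below 0.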

Analysis of the expression of *Gh* genes coding for orthologs of *Arabidopsis* key enzymes involved in biosynthesis of jasmonic acid revealed that expression of these genes is induced in SJ2 and WMJJ and slightly repressed in NemX in response to RKN-infection (Figure 4B). Most remarkably, the expression of these genes under control conditions and RKN-infection is overall higher in NemX and WMJJ than in RKN-susceptible SJ2 (Figure 4C). 

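Under control conditions, all 28 jasmonic acid synthesis genes had higher values in NemX_ctl than in SJ2_ctl, with a median log2 fold change of 2.75, and 25 were called higher. In WMJJ_ctl all 28 were higher, or 27 with equal library totals, with a median of 2.21, and 21 were called. Without the 4 genes listed at 0 in SJ2_ctl, the medians were 2.70 and 1.96. Adjusted over the list alone, 25 and 22 genes were called, but the study chose the list on these samples. The alternative that moved these medians most was the value added before the log2, and with 0.1 they were 3.18 and 2.62. With equal library totals, 24 and 19 genes were called. Between NemX_ctl and WMJJ_ctl the median was 0.54, and 4 genes were called higher, or 1 with equal library totals. That count was 1 without the first WMJJ_ctl library, the first NemX_ctl library or the third, and 2 without the second WMJJ_ctl or the second NemX_ctl library. Under RKN-infection, NemX_rkn was above SJ2_rkn in 23 genes, with a median of 0.74 and 6 genes called higher. WMJJ_rkn was above SJ2_rkn in 26 genes, with a median of 1.00 and 11 called.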

Analysis of *Gh* genes coding for orthologs of the jasmonic acid synthesis pathway in *Arabidopsis* corroborated the coordinated upregulation of *Gh* genes coding for multiple enzymes involved in jasmonic acid synthesis in RKN-resistant NemX and WMJJ, with respect to SJ2. 

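Each of the 7 enzymes had at least 2 genes called higher in NemX_ctl than in SJ2_ctl. The study chose these genes on these samples for that direction, so the calls are not independent evidence. Per enzyme, the median log2 fold change of NemX_ctl over SJ2_ctl was 2.55 for GhDAD1-LIKE, 3.21 for GhLOX3, 3.57 for GhAOC4, 3.14 for GhAOS, 2.35 for GhOPR3, 1.66 for GhACX and 2.02 for GhJAR1. Left to the genes without a group listed at 0, it was 1.94 for GhDAD1-LIKE, 3.39 for GhLOX3 and 3.51 for GhAOC4. The medians of WMJJ_ctl over SJ2_ctl were 1.63, 3.05, 2.98, 2.71, 1.73, 0.97 and 1.45 in the same order. From these genes, the paper concludes that jasmonic acid synthesis genes are upregulated in a coordinated way in NemX and WMJJ with respect to SJ2.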

To determine whether the higher transcript level of genes involved in jasmonic acid synthesis in NemX with respect to SJ2 is reflected in a difference in the accumulation of this hormone between the two genotypes, we determined the basal level of jasmonic acid in SJ2 and NemX in non-inoculated cotton plants using liquid chromatography coupled to mass spectrometry (UHPLC–MS; Figure 4D). UHPLC–MS quantification revealed that NemX plants accumulate 7.01 pM per g of dry weight of jasmonic acid, two times higher than the basal level present in SJ2 plants (2.83 pM per g of dry weight; Figure 4D). These data support the notion that jasmonic acid is involved in the RKN-resistant response in NemX plants.

In plants under biotic stress, jasmonic acid is perceived by the SCF^COI1^-JAZ co-receptor complex (Katsir et al., 2008; Sheard et al., 2010). In this sensing mechanism, JASMONATE-ZIM DOMAIN (JAZ) proteins, which are transcriptional repressors of the jasmonic acid response (Chini et al., 2007), are targeted for ubiquitin-proteasome mediated degradation in the presence of jasmonic-acid-isoleucine by the F-box protein CORONATINE INSENSITIVE 1 (COI1; Sheard et al., 2010; Figure 5A). JAZ proteins are known to be repressors of the MYC2 transcription factor (Chini et al., 2007; Fernández-Calvo et al., 2011) which activates jasmonate-dependent plant defense responses to wounding and pathogen attack (Dombrecht et al., 2007; Pozo et al., 2008). There is a negative-regulation feedback loop between MYC2 and JAZ proteins because the transcription of multiple JAZ proteins is activated by MYC2 (Chini et al., 2007). Therefore, the plant cell can respond properly to jasmonic-acid-isoleucine fluctuations by accumulating and degrading JAZ proteins which will turn off the response to jasmonic acid rapidly in the absence of this signaling molecule (Figure 5A). To further characterize the upregulation of jasmonic acid signaling in RKN-resistant genotypes with respect to RKN-susceptible SJ2, we determined the genes that code for *Gh* protein orthologs of *Arabidopsis* enzymes involved in jasmonic sensing and signaling for those that are more expressed in NemX and WMJJ than in SJ2 (Figure 5B). We found one *Gh* gene coding for a cotton protein ortholog of the F-box jasmonic acid co-receptor AtCOI1. 

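The GhCOI1 gene, Gohir.D06G170200, had values of 7.26 ± 1.06 in NemX_ctl, 3.68 ± 0.695 in WMJJ_ctl and 2.99 ± 1.31 in SJ2_ctl (SD, n = 3). It was called higher in NemX_ctl than in SJ2_ctl, with a log2 fold change of 1.22 (SE 0.31, limma, Benjamini-Hochberg adjusted p = 0.00546). The call was lost with equal library totals (0.95), in a fit on the compared libraries alone, and without the first SJ2_ctl library (0.90), the third (1.27), the first NemX_ctl library (1.16) or the third (1.15). In WMJJ_ctl the log2 fold change over SJ2_ctl was 0.32 (adjusted p = 0.496), and between NemX_ctl and WMJJ_ctl it was 0.90 (adjusted p = 0.0566), so neither was called.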

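Figure 5B prints 5 GhJAZ1 genes, 3 GhJAZ3 genes, 4 GhJAZ6 genes and 4 GhJAZ10 genes, 1 GhJAZ1 gene fewer than the paper's text counts, and only the printed genes have values here. Over SJ2_ctl, 5, 2, 4 and 4 of them were called higher in NemX_ctl and 4, 3, 4 and 4 in WMJJ_ctl. The median log2 fold changes of NemX_ctl over SJ2_ctl were 2.06, 1.99, 2.23 and 2.84, and those of WMJJ_ctl were 1.70, 1.82, 2.27 and 2.10. Gohir.D01G019500 (GhJAZ10) had the largest increase in NemX_ctl, at 94.5 ± 8.73 against 11.9 ± 5.21 (SD, n = 3), with a log2 fold change of 3.01 (SE 0.20, limma, Benjamini-Hochberg adjusted p = 3.73e-10). Gohir.D01G141300 (GhJAZ3), at 22.9 ± 1.24 against 11.6 ± 1.52, fell short of the fold threshold with 0.96 and passed it without the third SJ2_ctl library (1.06). Gohir.D06G077500 (GhJAZ1) was higher still in WMJJ_ctl, with 2.79, and fell in response to RKN in NemX, with −1.30 (adjusted p = 5.51e-05).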

The F-box AtCOI1 interacts with AtJAZ1,3,6,10 co-receptor proteins (Pauwels and Goossens, 2011) for which we found 6, 3, 4 and 4 *Gh* genes coding for AtJAZ1,3,6,10 orthologous proteins, respectively. 

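Figure 5B prints 2 GhMYC2 genes. Gohir.A09G201500 had 55.3 ± 18.2 in NemX_ctl, 43.7 ± 13.2 in WMJJ_ctl and 21.5 ± 9.58 in SJ2_ctl (SD, n = 3). In NemX_ctl it was called higher than in SJ2_ctl, with a log2 fold change of 1.39 (SE 0.30, limma, Benjamini-Hochberg adjusted p = 0.00133). The call was lost in a fit on the compared libraries alone and without the first SJ2_ctl library (1.06) or the third NemX_ctl library (1.14). The log2 fold change in WMJJ_ctl, 1.06 (adjusted p = 0.0112), was not called, but was without the third SJ2_ctl library (1.38). Gohir.D12G119000 had a mean below 1 and was not tested.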

In the case of the MYC2 transcription factor we found 2 *Gh* genes that code for AtMYC2 orthologous proteins (Figure 5B). Overall, expression data from *Gh* genes encoding orthologs of jasmonic acid signaling in *Arabidopsis* indicate enhanced expression of this gene set in resistant WMJJ and NemX in comparison with susceptible SJ2 (Figure 5C).

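Of the 19 jasmonic acid signaling genes printed in Figure 5B, 1 GhJAZ1 gene fewer than in the paper's text, 18 were tested. In NemX_ctl all 19 were above SJ2_ctl, with a median log2 fold change of 2.08, and 17 were called higher. In WMJJ_ctl the median was 1.89, and 15 were called. Adjusted over the list alone, 17 and 16 were called by limma, and the study chose the list on these samples, so these counts are not independent evidence. With equal library totals the NemX_ctl median moved to 1.79, and 18 of the 19 genes were above SJ2_ctl. Between NemX_ctl and WMJJ_ctl the median was 0.20, and 2 genes were called, or 1 without the first or the second library of either group. In infested roots, the medians over SJ2_rkn were 0.81 in NemX_rkn, with 8 genes called, and 1.08 in WMJJ_rkn, with 11. That count of 8 was 5 without the first SJ2_rkn or the first NemX_rkn library and 4 without the second SJ2_rkn library. In response to RKN, 4 genes were called upregulated in SJ2, 1 up and 1 down in WMJJ, and in NemX none up and 3 down by limma. The upregulated gene in WMJJ was not called without the second WMJJ_ctl or the third WMJJ_rkn library. All 19 changes in NemX were negative (median −0.68), 14 of them at an unadjusted p below 0.05. From these data, the paper infers enhanced expression of this set of genes in WMJJ and NemX in comparison with SJ2.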

**Figure 5:**
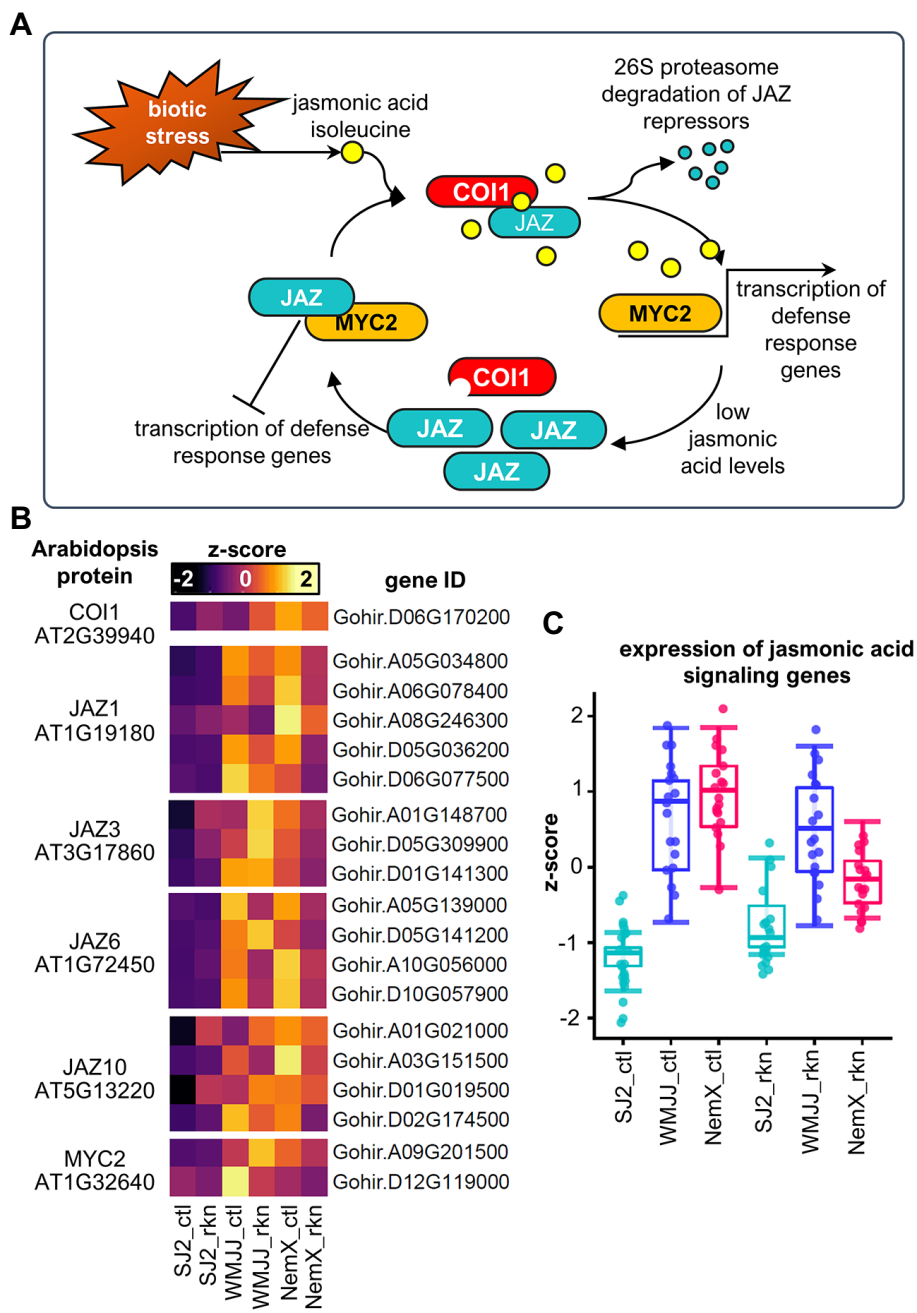
Basal expression of jasmonic acid signaling is upregulated in NemX and WMJJ with respect to SJ2. **(A)** Jasmonic acid signaling in Arabidopsis. **(B)** Heatmap of the expression of *Gh* genes coding for orthologous proteins of Arabidopsis. **(C)** Boxplot analysis of the expression levels of jasmonic acid signaling genes presented in **(B)**.

### Basal Expression of Salicylic Acid Signaling Genes Is Upregulated in NemX, and in WMJJ to an Intermediate Extent, With Respect to SJ2

Previously, we observed that salicylic acid responses are enriched in the set of genes with enhanced expression in NemX, but not in WMJJ (Figure 3F). Therefore, to get insights into the regulation of the salicylic acid response and its contribution to RKN-resistance in the tested cotton cultivars, we also decided to analyze the expression of genes that code for *Gh* orthologous proteins of the salicylic acid response in *Arabidopsis* (Figure 6). The transcription co-factor NON-EXPRESSOR OF PATHOGENESIS RELATED 1 (NPR1) is the master transcriptional regulator of salicylic acid induced transcriptional responses and controls the activation of systemic acquired resistance (SAR) in plants in response to salicylic acid levels, conferring immunity to a wide diversity of pathogens (Cao et al., 1997; Backer et al., 2019). In the presence of low salicylic acid levels, NPR1 is present in the cytoplasm as a mostly inactive oligomer (Figure 6A), however, when salicylic acid levels increase to an intermediate level, the redox fluctuation of the cell induces NPR1 activation through its monomerization and translocation to the nucleus (see Fu and Dong, 2013 for a review on NPR1 regulation; Figure 6A). To increase NPR1 activity, NPR1 stimulates the transcription of WRKY transcriptional regulators (for example AtWRKY41,46,51,53,70) that activate defense responses related to systemic acquired resistance and, at the same time, these defense-responses are involved in the downregulation transcription of jasmonic-acid-responsive genes (Wang et al., 2006b; Caarls et al., 2015). Moreover, the induction of *GRX480*, a glutaredoxin that stimulates transcription of salicylic acid response genes and repression of jasmonic acid signaling is dependent on a functional NPR1 (Ndamukong et al., 2007). Under high salicylic acid conditions NPR1 turnover is accelerated by NPR3/4-dependent ubiquitylation and further degradation occurred by the 26 s proteasome which triggers programmed cell death (Fu et al., 2012; Figure 6A). 

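Figure 6B prints 2 GhNPR1 genes, and limma called neither between NemX_ctl and the control libraries of the other two genotypes, though both were higher at an unadjusted p below 0.05. Gohir.D08G266500 had 16.7 ± 2.30 in NemX_ctl, 9.50 ± 0.552 in WMJJ_ctl and 10.9 ± 2.56 in SJ2_ctl (SD, n = 3). Its log2 fold change in NemX_ctl was 0.61 over SJ2_ctl (SE 0.17, limma, Benjamini-Hochberg adjusted p = 0.00961) and 0.78 over WMJJ_ctl (adjusted p = 0.00289), which passed the threshold on p but not that on fold change. Gohir.A08G245500 had 13.5 ± 4.49 in NemX_ctl, 7.52 ± 1.66 in WMJJ_ctl and 7.95 ± 1.64 in SJ2_ctl, with 0.69 over SJ2_ctl (SE 0.23, adjusted p = 0.0298) and 0.77 over WMJJ_ctl (adjusted p = 0.0259). It was called over WMJJ_ctl only without the first NemX_ctl library (1.03).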

Remarkably, we found out that the expression of two genes coding for *Gh* homolog proteins of AtNPR1 is higher in NemX than in WMJJ and SJ2 (Figure 6B). Furthermore, we also found that the expression of genes coding salicylic acid co-receptor *Gh*NPR3 proteins is also higher in resistant NemX. These data indicate enhanced salicylic acid signaling in the NemX cultivar. Moreover, the expression of *Gh* genes coding for WRKY transcription factors and *Gh*GRX480, which are activated by salicylic acid and repress the jasmonic-acid response, are enhanced in NemX under non-infected control conditions and repressed in response to RKN-infection (Figure 6B). 

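Both GhNPR3 genes in Figure 6B were called higher in NemX_ctl than in SJ2_ctl. Gohir.D10G047100 had 153 ± 4.93 in NemX_ctl, 102 ± 13.5 in WMJJ_ctl and 38.4 ± 1.31 in SJ2_ctl (SD, n = 3), with a log2 fold change of 1.98 (SE 0.12, limma, Benjamini-Hochberg adjusted p = 1.77e-10). Gohir.A10G045900 had 99.0 ± 10.8 in NemX_ctl, 55.6 ± 1.44 in WMJJ_ctl and 29.7 ± 4.22 in SJ2_ctl, with 1.73 (SE 0.13, adjusted p = 2.66e-09). Over WMJJ_ctl their log2 fold changes were 0.59 (adjusted p = 0.00240) and 0.82 (adjusted p = 1.54e-04), below the fold threshold. From the GhNPR1 and GhNPR3 genes, the paper concludes that salicylic acid signaling is enhanced in NemX.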

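The 18 WRKY and GhGRX480 genes printed in Figure 6B had log2 fold changes of NemX_ctl over SJ2_ctl from 1.11 to 2.94, with a median of 1.68, and 16 were called higher. Gohir.A11G014000 (GhWRKY53) was the largest, at 31.3 ± 3.24 against 3.65 ± 0.418 (SD, n = 3), with 2.94 (SE 0.34, limma, Benjamini-Hochberg adjusted p = 7.93e-07). With equal library totals 11 genes were called, and none of the 3 GhGRX480 genes, which ran from 1.18 to 1.37 with the values as deposited. In WMJJ_ctl the median was 1.21, and 9 genes were called. Between NemX_ctl and WMJJ_ctl it was 0.56, and 1 gene was called, but none by limma without the third WMJJ_ctl library or the first or the second NemX_ctl library. In response to RKN, all 18 genes fell in NemX, with a median of −0.97 and a range of −1.55 to −0.41, and 4 were called downregulated, or 3 with equal library totals, under which all 18 still fell. The 4 calls fell to 2 without the first NemX_ctl, the first NemX_rkn or the third NemX_rkn library, and to 1 without the second NemX_ctl or the second NemX_rkn library. The largest fall was in Gohir.A12G235400 (GhWRKY53), from 194 ± 18.2 to 66.0 ± 8.58, with a log2 fold change of −1.55 (SE 0.28, adjusted p = 0.00237), and its call was lost without the first or the second NemX_ctl library (adjusted p = 0.0142 and 0.0146) or the second or the third NemX_rkn library (0.0107 and 0.0190). In WMJJ the median was −1.38, and 9 genes were called downregulated. Adjusted over the list alone, 18 genes were called higher in NemX_ctl than in SJ2_ctl and 7 fell in NemX in response to RKN, on a list for which the paper states no choice by expression.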

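The GhPAL2 gene in Figure 6B, Gohir.A06G074800, had 13.0 ± 4.84 in NemX_ctl, 4.85 ± 1.33 in WMJJ_ctl and 5.86 ± 2.08 in SJ2_ctl (SD, n = 3). Its log2 fold change in NemX_ctl was 1.07 over SJ2_ctl (SE 0.35, limma, Benjamini-Hochberg adjusted p = 0.0276) and 1.29 over WMJJ_ctl (adjusted p = 0.0151), and it was called in neither comparison. Without the second NemX_ctl library it was called in both, with 1.41 over SJ2_ctl (adjusted p = 0.00738) and 1.63 over WMJJ_ctl (adjusted p = 0.00551). It was also called over WMJJ_ctl with a term for the library of each group with the most reads. Over the 23 salicylic acid genes of the figure, the median log2 fold change of NemX_ctl was 1.58 over SJ2_ctl, with 18 genes called higher, or 13 with equal library totals. Over WMJJ_ctl it was 0.61, with 1 gene called by limma and 14 higher at an unadjusted p below 0.05, and no gene was called with equal library totals or without the third WMJJ_ctl library. That of WMJJ_ctl over SJ2_ctl was 0.97, with 10 called. Adjusted over the list alone, GhPAL2 was called in both comparisons of NemX_ctl, and 21 and 2 genes were called over SJ2_ctl and WMJJ_ctl. The paper describes the list as orthologs of the salicylic acid response in Arabidopsis and does not state whether expression in these samples entered the choice, so these counts are not taken as independent evidence.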

We also found that the expression of an *Arabidopsis* gene that codes for an homolog of *PHENYLALANINE AMMONIA-LYASE 2 (AtPAL2)*, which is involved in early steps of the salicylic acid synthesis pathway (Huang et al., 2010), is upregulated in NemX with respect to WMJJ and SJ2 (Figure 6B), which correlated with a constitutive expression of salicylic acid signaling genes in NemX with respect to both WMJJ and SJ2 (Figure 6C). High basal levels of salicylic acid in NemX plants, prior to RKN infection, might explain the upregulation of salicylic acid signaling genes and a higher degree of RKN resistance. Thus, we sought to determine the levels of this phytohormone in SJ2 and NemX cotton plants using UHPLC–MS analysis (Figure 6D). UHPLC–MS quantification revealed that NemX plants have a basal level of 9.36 nM per g of dry weight, more than two times the basal level of salicylic acid present in SJ2 plants (4.25 nM per g of dry weight; Figure 6D). These data correlate with the basal transcriptional upregulation of salicylic acid signaling observed in NemX with respect to SJ2.

**Figure 6:**
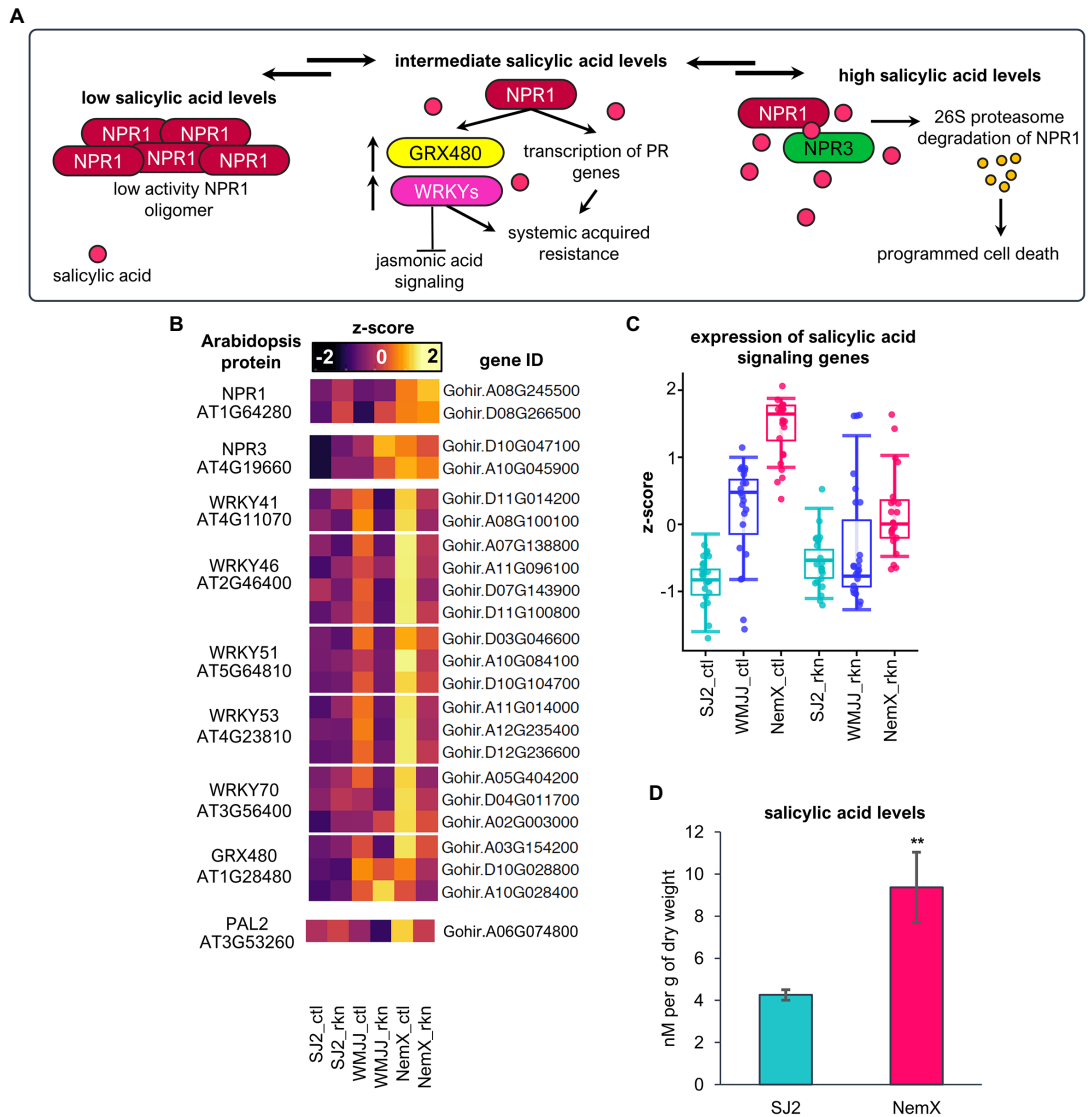
Basal expression of salicylic acid signaling genes is upregulated in NemX and in WMJJ to an intermediate extent, with respect to SJ2. **(A)** Salicylic acid signaling in Arabidopsis. **(B)** Heatmap of the relative expression of *Gh* genes coding for orthologous proteins of Arabidopsis. **(C)** Boxplot analysis of the expression levels of salicylic acid synthesis genes presented in **(B)**. **(D)** Quantification of salicylic acid in SJ2 and NemX cotton plants using UHPLC coupled to MS. Salicylic acid levels were determined in nanomoles (nM) per gram of dry weight. Student *t*-test was performed to determine statistically significant differences (*n* = 3) which are indicated with two asterisks ( *p* < 0.01).

### Transcriptional Profiling Revealed Enhanced Expression of PAMP Receptor Kinases and TIR-NBS-LRR Protein Kinases Related to Nematode Resistance in NemX

Plant defense responses can be broadly dissected into two layers of immunity. The first layer is activated through the recognition of pathogen-associated molecular patterns (PAMP) and is known as PAMP-triggered immunity (PTI). PTI comprises the activation of several defense responses which can include the activation of oxidative burst, kinase-dependent signaling cascades and the activation of defense-related gene expression (Macho and Zipfel, 2014). PTI is under the control of surface-localized pattern recognition receptor (PRR) proteins which contain a transmembrane domain with an external domain capable of ligand binding. In plants, PRRs are either receptor-like kinases (RLKs) or receptor like proteins (RLPs; Macho and Zipfel, 2014). An example of RLK is found in the *Arabidopsis* leucine-rich receptor (LRR) AtFLS2 which forms a signaling heterodimer with the protein BRI1 ASSOCIATED RECEPTOR KINASE 1 (BAK1) upon bacterial flagellin perception and activates PTI (Sun et al., 2013). Nematodes are known to induce PTI in *Arabidopsis*, and data indicates that the BAK1 co-receptor is involved in this response as *bak1-5*, and mutants have enhanced susceptibility to RKN (Teixeira et al., 2016). In the case of PTI in response to plant-parasitic nematode infection, only one RLK that is essential for nematode-resistance in *Arabidopsis* has been described and is encoded by the gene *NEMATODE INDUCED LRR-RLK 1* (*NILR1*; Mendy et al., 2017). 

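Figure 7B prints 3 GhBAK1 and 3 GhNILR1 genes, and all 6 were called higher in NemX_ctl than in SJ2_ctl. For GhBAK1, Gohir.A13G065900 had 54.4 ± 8.08 in NemX_ctl, 37.4 ± 5.82 in WMJJ_ctl and 8.09 ± 3.05 in SJ2_ctl (SD, n = 3). Its log2 fold change in NemX_ctl was 2.73 over SJ2_ctl (SE 0.23, limma, Benjamini-Hochberg adjusted p = 1.18e-08) and 0.54 over WMJJ_ctl (adjusted p = 0.133). Gohir.D13G055600, at 36.5 ± 5.66, 14.3 ± 4.26 and 14.9 ± 2.45 in the same groups, had 1.26 over SJ2_ctl (SE 0.21, adjusted p = 7.29e-05) and 1.35 over WMJJ_ctl (adjusted p = 9.24e-05). Gohir.D13G055500, at 8.55 ± 1.16, 4.68 ± 0.159 and 3.87 ± 1.05, had 1.07 (SE 0.23, adjusted p = 0.00139) and 0.80 (adjusted p = 0.0238). For GhNILR1, Gohir.A11G032700, at 80.8 ± 2.34, 42.7 ± 1.62 and 20.03 ± 1.39, had 1.99 (SE 0.13, adjusted p = 2.31e-10) and 0.91 (adjusted p = 3.12e-05). Gohir.D11G036000, at 49.1 ± 5.54, 43.6 ± 8.90 and 12.8 ± 3.20, had 1.93 (SE 0.19, adjusted p = 1.03e-07) and 0.18 (adjusted p = 0.593). Gohir.D12G182700, at 55.0 ± 1.97, 37.0 ± 2.92 and 26.8 ± 4.89, had 1.04 (SE 0.17, adjusted p = 9.70e-05) and 0.57 (adjusted p = 0.0312). Over WMJJ_ctl only Gohir.D13G055600 was called. Calls over SJ2_ctl were lost with equal library totals for Gohir.D13G055600 (0.97), Gohir.D13G055500 (0.80) and Gohir.D12G182700 (0.74). That of Gohir.D13G055500 was also lost with 1 added before the log2 (0.99), in a fit on the compared libraries alone, and without the first SJ2_ctl library (0.85) or the second NemX_ctl library (0.97), and that of Gohir.D12G182700 with quantile normalization (0.80) and without the first SJ2_ctl library (0.98) or the second (0.95).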

Interestingly, we found enhanced expression of *Gh* genes coding for homologs of AtBAK1 and AtNILR1 in resistant NemX in comparison with both WMJJ and SJ2 (Figure 7).

**Figure 7:**
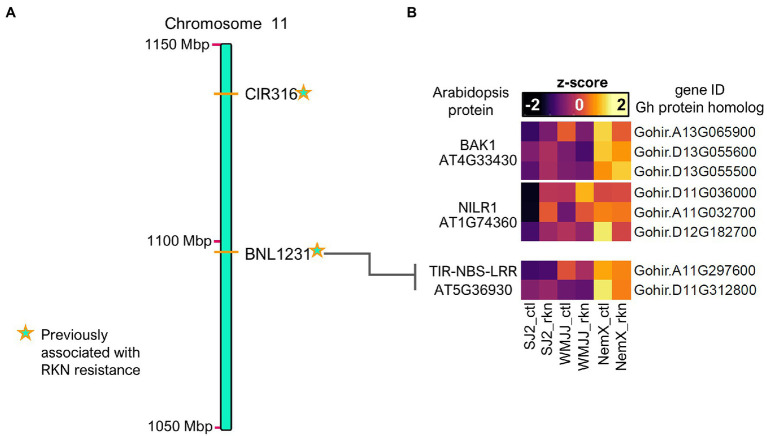
Basal expression of genes coding for PAMP-receptors and Resistance proteins is enhanced in NemX with respect to WMJJ and SJ2. **(A)** Section of linkage map illustrating microsatellite markers previously associated with RKN-resistance (Wang et al., 2020) present in *Gh* chromosome 11. **(B)** Heatmap of expression values of *Gh* genes coding for orthologs of (top) BAK1 a co-receptor for PAMPs, (middle) NILR1 a kinase required for innate immunity to nematodes in Arabidopsis and (bottom) a TIR-NBS-LRR R protein possibly implicated in nematode resistance in cotton.

A second layer of immunity is activated by pathogen effector molecules which are directly delivered into the plant cell and is known as effector triggered immunity (ETI; for review see Spoel and Dong, 2012). ETI is activated by cytoplasmic receptor proteins with a nucleotide binding site and a leucine rich receptor domain known as TIR-NBL-LRR proteins which are also known as resistance (R) proteins. R proteins are known to activate the local hypersensitive response which can result in systemic activation of plant immune responses *via* systemic acquired resistance (Spoel and Dong, 2012). Because plant-parasitic nematodes like RKN pierce plant cells and secrete effectors, ETI is also triggered in response to nematode infection (Sato et al., 2019). In our previous genetic and QTL mapping studies, we first reported the characterization of the RKN-resistance region and located a rkn1 factor and a QTL that contributes to RKN-resistance on chromosomes A11 and D11 in NemX (Wang et al., 2006a, 2020; Ulloa et al., 2010). Interestingly, we identified sequences coding for TIR-NBL-LRR R proteins which are candidates for RKN-resistance in this region. To further identify the genes coding for R proteins in the NemX genome, we performed a blast of these resistance sequences (Wang et al., 2020) against the TM-1 genome (see section “Materials and Methods”) and obtained 121 and 144 genes hits belonging to the A11 (11) and D11 (21) chromosomes, respectively (Supplementary Figure S3; Supplementary Material). To test whether some of these candidate genes have higher expression in resistant NemX, we performed Venn analysis of the blast hits with the genes that have higher basal expression in NemX with respect to SJ2 (Supplementary Figure S3). Because RKN-resistance in WMJJ has been mapped to chromosome 14 (Gutiérrez et al., 2010), we decided to reduce the list of hits by deleting those that have enhanced expression in WMJJ, which are most likely not related to NemX-related RKN resistance (Supplementary Figure S3). Only two genes, *Gohir.A11G297600* and *Gohir.D11G312800*, remained in our list after filtering for chromosomes 11 and 21. 

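Supplementary Figure 3 prints 9 candidate genes, of which 8 were tested. Of these, 7 were called higher in NemX_ctl than in SJ2_ctl, with log2 fold changes from 1.16 in Gohir.A11G295000 to 1.93 in Gohir.D11G312800. The paper kept candidates higher in NemX than in SJ2 in these libraries and deleted those higher in WMJJ. Neither this count nor the calls of WMJJ_ctl over SJ2_ctl below are therefore independent evidence. The call on Gohir.A11G292500 was lost without the second or the third SJ2_ctl library (1.25 and 0.96) or the first or the second NemX_ctl library (1.00 and 1.32). Gohir.D11G312368 was not called (log2 fold change 1.03, limma, Benjamini-Hochberg adjusted p = 0.0103), and Gohir.D11G347500, listed at 0 in SJ2_ctl and between 1.35 and 2.85 in NemX_ctl, was not tested. None of the 8 was called higher by limma in WMJJ_ctl than in SJ2_ctl, where 4 were higher and 3 lower at an unadjusted p below 0.05 and 2 were called lower. That none was called higher rested on single libraries, since Gohir.A11G297600 was called without the second SJ2_ctl library (1.11) or the third WMJJ_ctl library (1.08), and Gohir.D11G321900 without the third SJ2_ctl library (1.07). Over WMJJ_ctl, NemX_ctl was called higher for Gohir.D11G312800, Gohir.A11G109300 (1.60), Gohir.D11G333000 (1.02) and Gohir.D11G312368 (2.64). The call on Gohir.D11G333000 was lost without the first WMJJ_ctl library (0.78), the second NemX_ctl library (0.996) or the third (0.97). NemX_ctl was also called higher for Gohir.A11G292500, which was listed at 0 in WMJJ_ctl, between 10.9 and 21.7 in NemX_ctl and between 3.67 and 9.50 in SJ2_ctl. Gohir.A11G295000 (0.23) and Gohir.D11G321900 (0.66) were not called over WMJJ_ctl.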

Most remarkably, these two genes code for *Gh* protein homologs of the same *Arabidopsis* R protein TIR-NBS-LRR (AT5G36930). Our results indicate that these genes coding for a *Gh* TIR-NBS-LRR have enhanced expression in NemX with respect to WMJJ and SJ2 and, therefore, are very promising gene candidates responsible for RKN-resistance in NemX (Figure 7).

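Of the 2 GhTIR-NBS-LRR genes, Gohir.A11G297600 had 112 ± 16.7 in NemX_ctl, 89.4 ± 12.3 in WMJJ_ctl and 45.7 ± 8.38 in SJ2_ctl (SD, n = 3). Its log2 fold change in NemX_ctl was 1.28 over SJ2_ctl (SE 0.18, limma, Benjamini-Hochberg adjusted p = 9.39e-06), and it was called. The call was lost with equal library totals (0.98) and quantile normalization (0.90), but with no single library left out, which gave 1.19 to 1.42. Over WMJJ_ctl the log2 fold change was 0.32 (adjusted p = 0.263), so no difference was detected, and WMJJ_ctl had 0.96 over SJ2_ctl (adjusted p = 2.81e-04), below the fold threshold, though it was called without the second SJ2_ctl library (1.11) or the third WMJJ_ctl library (1.08). Gohir.D11G312800 had 28.8 ± 4.23 in NemX_ctl, 5.00 ± 0.900 in WMJJ_ctl and 7.16 ± 0.353 in SJ2_ctl. Its log2 fold change in NemX_ctl was 1.93 over SJ2_ctl (SE 0.19, adjusted p = 1.17e-07) and 2.42 over WMJJ_ctl (adjusted p = 1.48e-08), and that of WMJJ_ctl over SJ2_ctl was −0.49 (adjusted p = 0.0640). The study chose both genes as higher in NemX, but not in WMJJ, than in SJ2 in these libraries. Their results over SJ2_ctl are thus not independent evidence. The paper draws on the expression of these genes, their blast match to sequences of the mapped resistance regions, and their shared Arabidopsis homolog. It concludes that they are promising candidates for RKN-resistance in NemX.

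**Figure D3:**
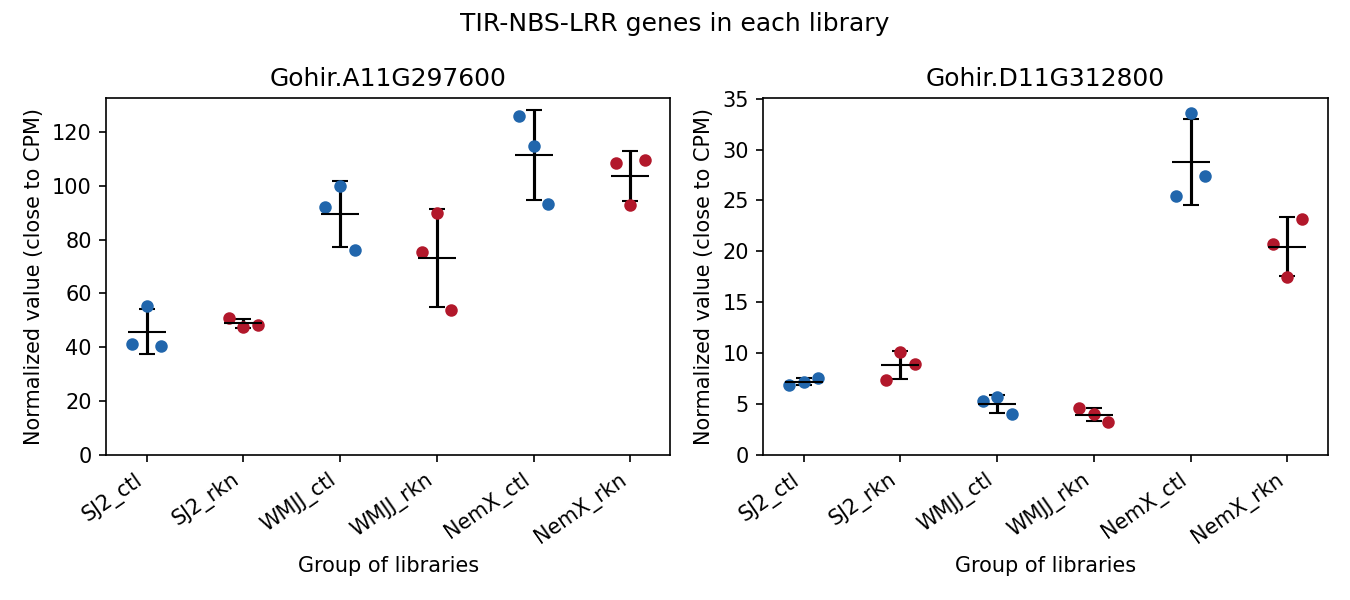
Normalized values, close to CPM, of Gohir.A11G297600 and Gohir.D11G312800 in each library. Points are libraries, and black bars with whiskers are the mean and SD of the 3 libraries of a group. For Gohir.A11G297600 the values run from 76.0 to 100 in WMJJ_ctl and from 93.4 to 126 in NemX_ctl, and for Gohir.D11G312800 every NemX library lies above every other library.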

## Discussion

Although RKN is a major threat to cotton production worldwide, very little is known about the molecular mechanisms of RKN-resistance in cotton. To address this problem, we performed whole-genome transcriptomic profiling of RKN-resistance in Upland cotton cultivars by harnessing the recently published *G. hirsutum* genome sequence (Chen et al., 2020) and using it as a reference genome to characterize the transcriptional landscape of the roots of RKN-resistance cultivars Acala NemX and WMJJ (Wang et al., 2006a; Gutiérrez et al., 2010) and the susceptible Acala SJ2 (Wang et al., 2006a). 

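Among the 500 most variable genes, the centroid of NemX_ctl lay 47.8 from that of SJ2_rkn and 57.8 from that of SJ2_ctl. The centroid of NemX_rkn lay 39.2 from SJ2_rkn and 58.3 from SJ2_ctl. Distances from the NemX groups to the WMJJ groups ran from 77.5 to 81.0. With all tested genes, NemX_ctl lay 171 from SJ2_rkn and 188 from SJ2_ctl, and its nearest group of another genotype was WMJJ_ctl, at 156. NemX_rkn remained nearest to SJ2_rkn, at 128.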

Gene expression profiling revealed that the control and RKN-infected NemX RNA-seq libraries cluster with the SJ2 libraries from RKN-infested roots (Figure 2A). These results suggest a constitutive RKN-infested-like transcriptional behavior in non-infected NemX roots. Moreover, comparative analysis of differential gene expression data suggests that RKN-susceptibility positively correlates with the extent of the transcriptional response of each cultivar to RKN-infestation which has been observed previously for RKN-resistant cultivars of tomato (Schaff et al., 2007) and alfalfa (Postnikova et al., 2015). 

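Across all 46813 tested genes, which are not independent replicates, Pearson's r between the log2 fold change of SJ2_rkn over SJ2_ctl and that of NemX_ctl over SJ2_ctl was 0.582. The SJ2_ctl libraries enter both, and in 20 simulations in which the groups did not differ this alone gave a mean r of 0.501 (range 0.480 to 0.510). Those simulations hold no true changes, so they do not show how much of 0.582 comes from the shared controls. With a different SJ2_ctl library behind each comparison, r lay between 0.415 and 0.514. Of the 3787 genes upregulated in SJ2, 2031 (53.6%) were called higher in NemX_ctl than in SJ2_ctl. In 20 simulations with these controls in which the changes of NemX_ctl were moved at random to other genes of similar mean, the share was 12.4 to 14.4% (mean 13.5%). Tests that share no control library were made as well. The SJ2-upregulated genes had a median log2 fold change of 0.51 in NemX_ctl over WMJJ_ctl, against −0.00 in the other genes, with 80.4% positive and 602 called higher (camera in limma with a preset correlation of 0.01, p = 4.74e-21). This held under fry (p = 1.11e-06) and under an estimated correlation (p = 0.00149). The 2623 WMJJ-upregulated genes had a median of 0.12 in NemX_ctl over SJ2_ctl, against −0.06 in the other genes, with 583 called higher (camera with the preset correlation, p = 0.00318). That did not hold in camera under an estimated correlation (p = 0.286), while fry, of the set against 0, gave p = 8.75e-04. With equal library totals the set was called anew and held 2557 genes. The medians were −0.14 in that set and −0.34 in the other genes (camera with the preset correlation, p = 3.94e-04, fry p = 0.571, estimated correlation p = 0.224). The set of each scaling lay above the other genes, by 0.19 as deposited and by 0.20 with equal totals. From the clustering of the NemX libraries with SJ2_rkn, the paper proposes that non-infected NemX roots behave like infested roots in their transcripts.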

Subsequent GO analysis revealed that functional categories related to the hormonal regulation plant immunity, are enriched in the transcriptional response to RKN-infestation of WMJJ and SJ2 but not in the transcriptional response of NemX (Figure 2D). This result was unexpected as one of the possibilities that could explain NemX RKN-resistance is an increased immune response which might be boosted by an enhanced transcription of genes involved in the synthesis of salicylic and jasmonic acid, as well as the signaling pathways activated by these two plant hormones. However, further differential expression analysis coupled to GO functional characterization of the genes that have higher basal expression in NemX revealed that the transcriptional regulation of the synthesis and signaling pathways of salicylic and jasmonic acid were constitutively activated in NemX and were little responsive to RKN infection (Figures 4–6). These results agree with a RKN-infested-like transcriptional behavior naturally present in the resistant NemX cultivar.

Expression analysis of *Gh* genes coding for orthologs of *Arabidopsis* proteins involved in jasmonate biosynthesis revealed that these genes are more expressed in RKN-resistant cultivars WMJJ and NemX than in susceptible SJ2. This transcriptional enhancement of jasmonic acid biosynthesis could indeed explain at least in part the RKN resistance as exogenous application of jasmonic acid to oats, spinach and RKN-susceptible cultivars of tomato activates defense responses that reduce nematode reproduction and confer nematode resistance (Soriano et al., 2004, 2007; Cooper et al., 2005). Data shows that the expression of key jasmonic acid sensing and signaling pathways is enhanced in the roots of NemX and WMJJ with respect to SJ2 (Figures 5B,C). This was expected because the putative increase in jasmonic acid synthesis most likely leads to increased activation of jasmonic-acid-responsive genes in RKN-resistant NemX and WMJJ. The interplay between jasmonic acid and salicylic acid is known to modulate plant immunity to either necrotrophic or biotrophic pathogens (Pieterse et al., 2012). However, as is the case of several plant pathogens, plant-parasitic nematodes like *M. incognita* can display both lifestyles which might be the reason why plants deploy both jasmonic and salicylic acid signaling-dependent defense responses to cope with RKN-infestation (Goverse and Bird, 2011; Martínez-Medina et al., 2017). GO enrichment analysis revealed that salicylic acid responses are enriched in the set of genes with enhanced expression in NemX, but not in WMJJ (Figure 3F). The mechanisms of resistance operating in WMJJ suppress nematode egg deposition (Gutiérrez et al., 2010), while in NemX both egg deposition and root galling are suppressed (Wang et al., 2006a), which probably enables NemX a higher RKN-resistance than WMJJ. It is most likely that these differences in RKN-resistance are explained by the fact that the expression of both salicylic- and jasmonic acid-responsive genes is enhanced in NemX, whereas in WMJJ only jasmonic acid responsive genes is enhanced (Figures 3E,F; 5C).

Interestingly, salicylic acid works as a trigger of defense priming, a plant adaptation that prepares plants to respond rapidly and strongly to pathogen challenges after an initial stimulus and usually involves the prophylactic activation of systemic acquired resistance-related genes (Mauch-Mani et al., 2017). In the case of tomato, biotic stimulus by *Trichoderma* spp. activates the priming of salicylic acid defense responses and inhibits RKN root invasion and a shift from salicylic acid to jasmonic acid signaling in the feeding stage of nematode infection, also triggered by Trichoderma *spp.*, inhibiting root galling and compromising nematode fertility (Martínez-Medina et al., 2017). The shift from salicylic acid to jasmonic acid signaling might operate in NemX at the molecular level to inhibit RKN. However, data presented in Figures 4, 7 indicate that there is a constitutive rather than rapid and strong activation of responses characteristic of priming. This indicates, therefore, that the RKN-resistance mechanism in NemX does not operate in priming-like fashion to activate the increase of gene expression in response to RKN-infection (Figure 8), but rather a constitutive expression of defense response genes. Moreover, enhanced expression of the genes encoding for the salicylic and jasmonic acid receptor components NPR1/3 and COI-JAZ and higher levels of salicylic acid and jasmonic acid in NemX plants than in the susceptible SJ2, suggest that resistance in NemX might be activated by the constitutive activation of these two hormone-signaling pathways. The underlying molecular regulator, or regulators, behind the upregulation of jasmonic and salicylic acid synthesis and signaling in NemX remains an interesting research perspective.

**Figure 8:**
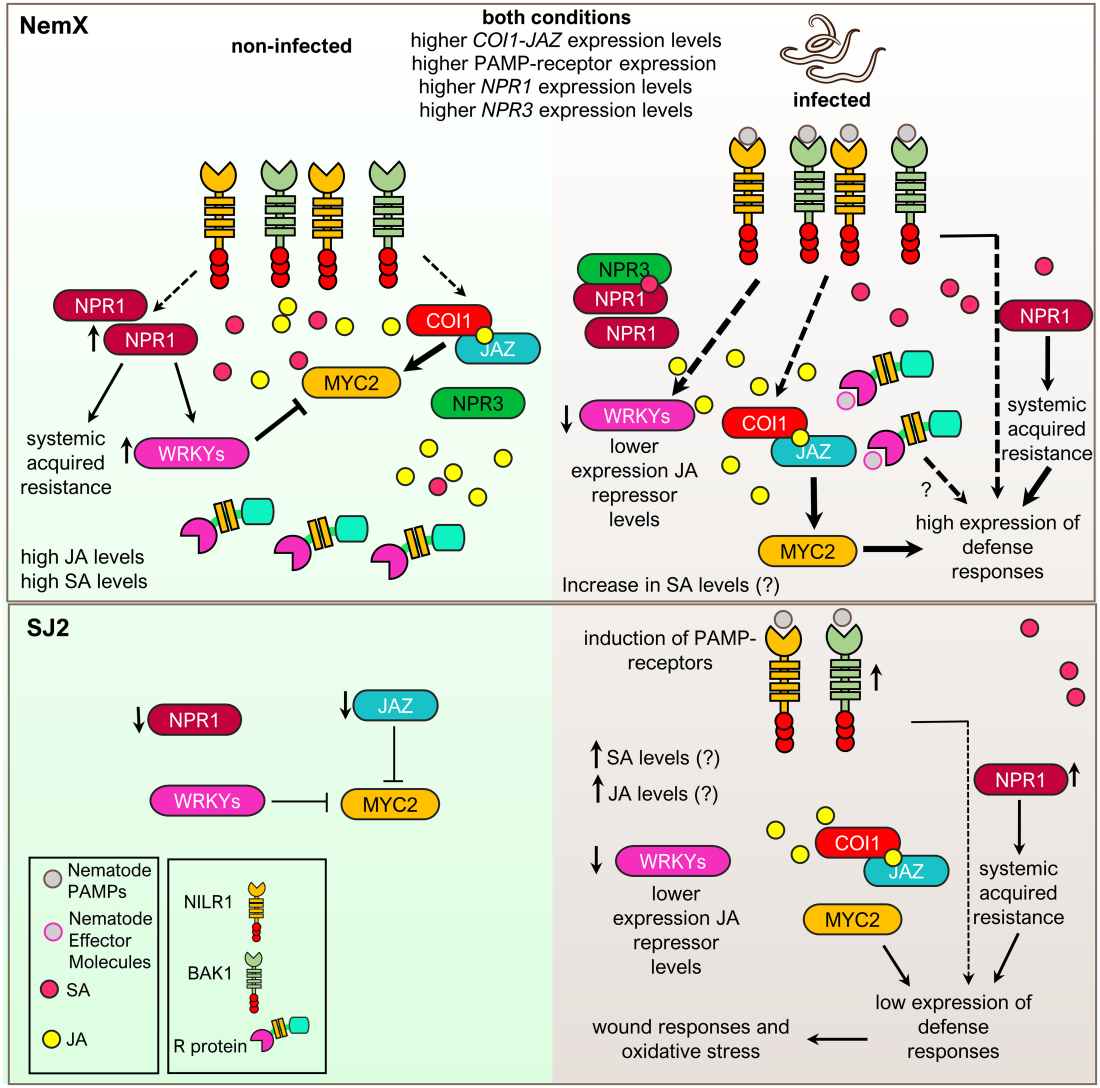
Putative model that explains RKN-resistance in the NemX cultivar at the molecular level. The model depicts putative molecular mechanisms that occur in RKN-resistant NemX (upper panel) and RKN-susceptible SJ2 (lower panel) in response to RKN-infection (right). NemX presents higher basal levels of salicylic (SA) and jasmonic acid (JA) defense-related phytohormones than SJ2. Enhanced expression of the salicylic acid master regulator *NPR1* and the salicylic acid co-receptor *NPR3* results in enhanced expression of genes related to systemic acquired resistance. Enhancement of *WRKY* expression, most likely caused by enhanced basal levels of salicylic acid and NPR1 signaling, antagonizes jasmonic acid signaling but the enhanced basal levels of jasmonic acid and the expression of jasmonic acid signaling components remain high which might protect the plant in the case of RKN infection. It is likely that this constitutive expression of jasmonic and salicylic acid signaling genes is caused by enhanced basal levels of these phytohormones and the constitutive expression of RLKs and R proteins in NemX. In SJ2, this mechanism of resistance is not present, and the root presents lower basal expression of defense signaling genes. In NemX, RLKs and R proteins have a higher expression level and likely detect nematode pathogen associated molecular patterns (PAMPs) and nematode effector molecules, respectively, to trigger high levels of defense transcriptional responses which constitutively prevent RKN invasion and egg deposition. In the case of SJ2, RLK and R protein receptors have a lower basal level expression and are mildly induced to a lower level than in NemX in response to RKN infection which correlates with lower levels of expression of defense-related genes which results in a more successful RKN infection in SJ2 than in NemX. The successful RKN-infestation in SJ2 leads to the expression of wound and oxidative stress responses related to cellular death and damage.

Enhanced expression of jasmonic acid and salicylic acid receptors most likely enables NemX to rapidly activate defense responses upon nematode challenge (Figure 8). The constitutive activation of jasmonic-acid-dependent defense responses implicates fitness tradeoffs that impose a penalty on plant development and yield (Züst and Agrawal, 2017). Interestingly, the RKN-resistance mechanism present in NemX does not seem to present a significant toll on plant fitness, as NemX cotton presents normal and robust growth with only a slight lint yield reduction when compared to other cotton entries under non-infected field conditions (Ogallo et al., 1997). As previously mentioned, WRKY transcription factors are enhanced by salicylic acid signaling and antagonize jasmonic acid signaling in plants (Caarls et al., 2015). These transcriptional regulators present enhanced expression in NemX (Figure 6) which is most likely caused by enhanced salicylic acid signaling in this genotype. Therefore, an interesting hypothesis is that enhanced salicylic acid signaling enables NemX plants to maintain high expression levels of jasmonic acid signaling components while avoiding the fitness costs of constitutive expression of jasmonic-acid-dependent defense responses. This could be mediated *via* salicylic acid-inhibition of some of these responses (Figure 8). The specific molecular interactions and signaling mechanisms that underlie the establishment of the RKN resistance mechanism in NemX remain an interesting research perspective to engineer and transfer this resistance mechanism to other crops while avoiding overall fitness and yield costs.

Because both TIR-NBS-LRR proteins and PAMP-RLKs are closely related to the activation of defense responses in plants (Spoel and Dong, 2012; Macho and Zipfel, 2014), enhanced expression of these receptors might be involved in triggering the enhanced and rapid defense signaling in response to nematode challenge in NemX (Figure 8). Moreover, the mechanisms underlying enhanced expression of TIR-NBS-LRR proteins and PAMP-RLKs in NemX remain unknown and are also an interesting topic for future research. Allele variation analysis among RKN-susceptible and resistant cultivars might prove useful to resolve the latter perspective.

Information on resistant and susceptible-infected and non-infected control gene expression profiles and molecular mechanisms of RKN-resistance in cotton is currently very limited. A recent cotton comparative transcriptomic study (Kumar et al., 2019) of RKN susceptible ‘Coker 201’ and resistant ‘M120 RNR’ genotypes at two RKN infection times (12 and 30 days after RKN inoculation) revealed similar results for the transcriptional response of RKN-susceptible cultivars to nematode infection in which high numbers of genes were expressed in susceptible vs. resistant cotton genotypes which agrees with our results and previous results observed in tomato (Schaff et al., 2007) and alfalfa (Postnikova et al., 2015; Figure 2). The GO analysis of the cotton root transcriptional response to RKN-treatment reported by Kumar et al., 2019 revealed enrichment of functional categories such as ethylene signaling, transcription factor activity, hormone regulation of plant immunity and transcriptional defense responses which agree with our results (Figure 2D).

Previous RKN genetic and QTL mapping studies identified two RKN-resistance QTLs, one in chromosome A11 and the other in D11 in NemX. Within the interval of confidence of the RKN-resistance QTL in A11 we identified two *Gh* genes coding orthologs to *Arabidopsis* AT5G36930 TIR-NBS-LRR, that have enhanced expression in NemX with respect to WMJJ and SJ2. This family of proteins has been shown to underlie RKN-resistance in tomato and potato (Williamson and Kumar, 2006). The enhanced TIR-NBS-LRR R gene expression confirmed that the genomic region close to the microsatellite marker BNL1231 in chromosome 11 is indeed associated with RKN resistance (Wang et al., 2020). Interestingly, no enhanced expression was detected in CC-NB-LRR R genes which localizes in the rkn1-tightly-linked region close to the microsatellite marker CIR316, located also in chromosome 11, with a 10 cM genetic distance from BNL1231. This indicates that additional mechanisms might be contributing to the phenotypic variation of RKN resistance in the NemX-CIR316 region present in chromosome 11 (Wang et al., 2006a, 2020). The TIR-NBS-LRR genes are very promising candidates for RKN-resistance in NemX (Figure 7), which may increase the efficiency of marker assisted selection in cotton breeding programs. Further functional characterization experiments might enlighten the precise molecular mechanisms by which the expression of the *GhNILR1* and *GhTIR-NBS-LRR* genes, or their function, is enhanced in NemX and should provide insights into mobilization of NemX-RKN-resistance to other cotton varieties of commercial interest.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under accession number GSE190503.

## Author Contributions

MU conceived the idea, organized and planned experiments, analyzed data and edited the manuscript. DL-A analyzed data, supervised bioinformatic work, and wrote paper together with JOO-R and LH-E. LH-E analyzed data, helped designed figures and wrote paper together with JOO-R and DL-A. JOO-R performed RNA-seq data analysis, designed figures and wrote the first draft of the manuscript. PR designed and performed RKN experiments, reviewed and edited the manuscript. CW performed RKN-infection experiments and collected root tissue. PK prepared library and carried out Illumina RNA-sequencing. PP analyzed data and edited the manuscript. H-RN-G performed UHPLC–MS analysis of cotton tissue. All authors contributed to the article and approved the submitted version.

## Funding

Partial support for this work was provided by grants from USDA-ARS (grant 3096-21000-022-00-D to MU and PP), Cotton Incorporated Cary, NC (grant 21-844 to DL-A), and USDA-ARS-NACA (grant 21A546 to DL-A), and the State of Texas Governor’s University Research Initiative (GURI)/Texas Tech University (grant 05-2018 to LH-E).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Root-Knot Nematode Resistance in Gossypium hirsutum Determined by a Constitutive Defense-Response Transcriptional Program Avoiding a Fitness Penalty
**Source:** Front Plant Sci. 2022 Apr 13;13:858313. doi: 10.3389/fpls.2022.858313
**Supplement:** Supplementary Figures — PDF file containing supplementary figures cited in the text.

# downregulated genes in response to RKN infestation

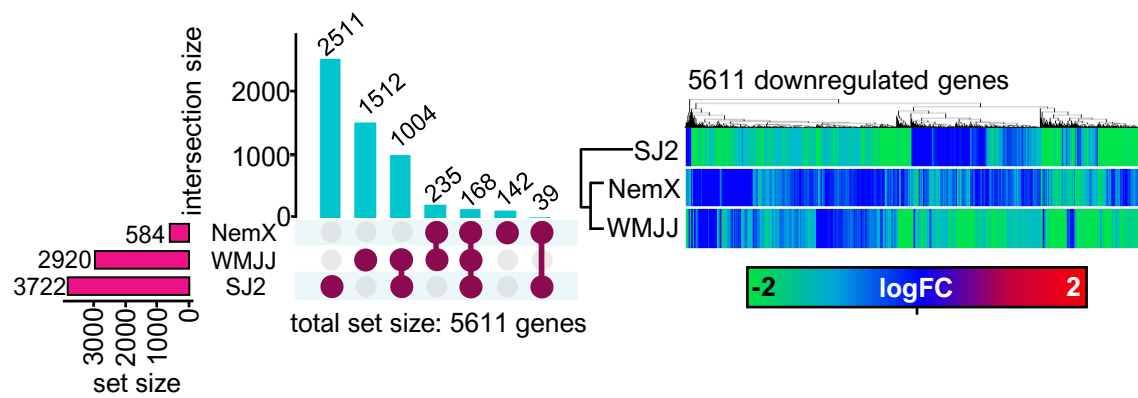

**Supplementary Figure 1. Expression profiling analysis revealed a differential downregulation of genes in response to RKN-treatment among cotton accessions SJ2, WMJJ and NemX.**

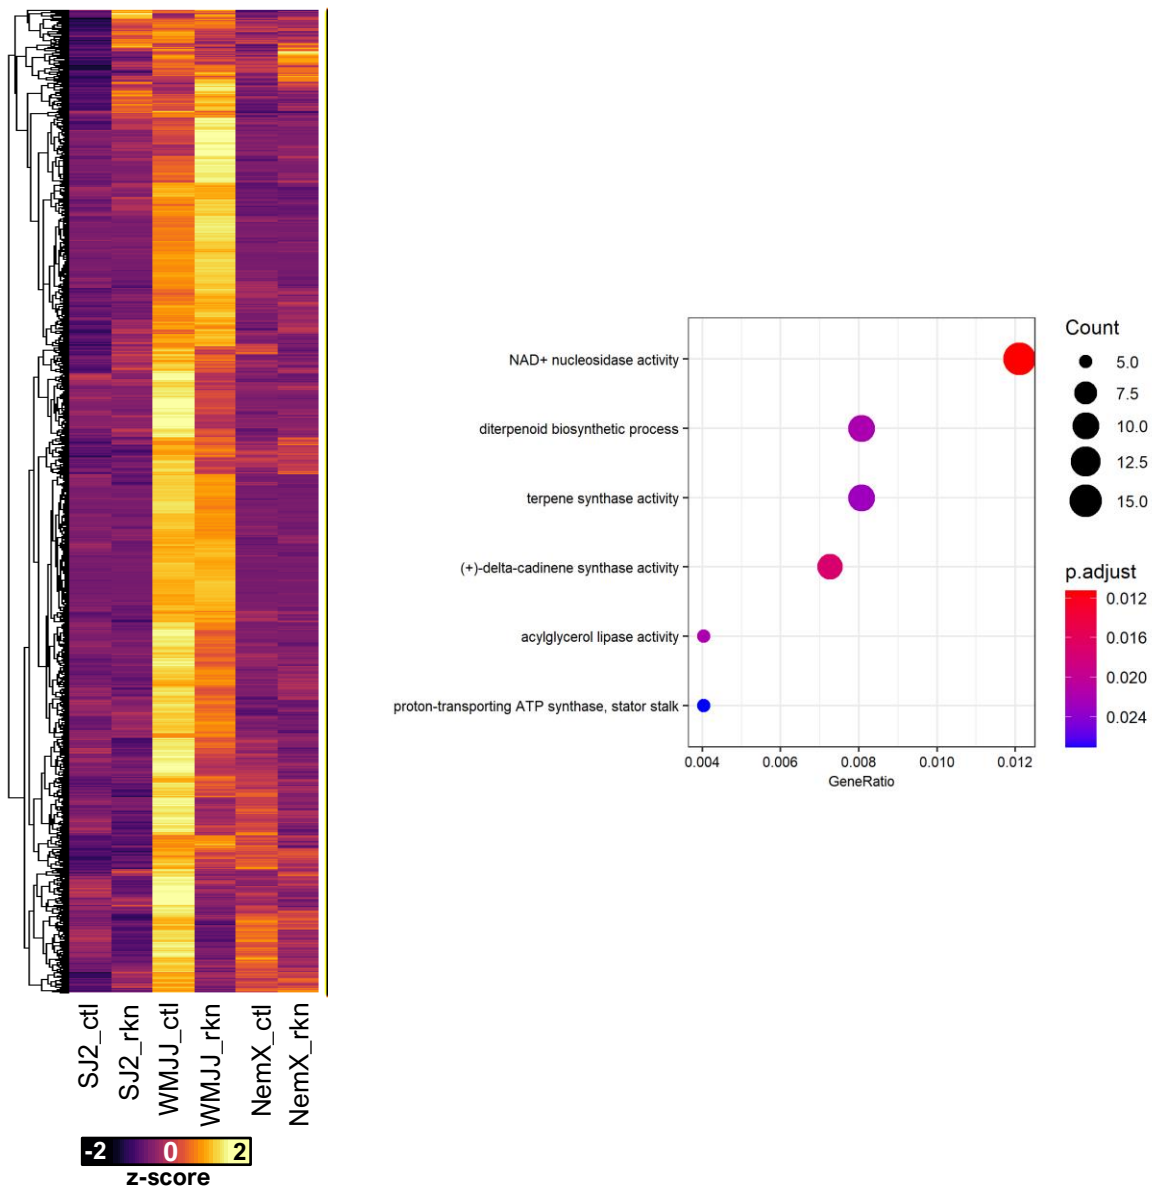

**Supplementary Figure 2. Genes with upregulated basal expression in WMJJ with respect to SJ2.** (A) Heatmap of the expression of the 1499 genes with upregulated expression in WMJJ with respect to SJ2. (B) Gene Ontology enrichment analysis of functional categories in the set of 1499 genes that present upregulated expression in WMJJ with respect to SJ2.

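The deposited values gave 983 genes called higher in WMJJ_ctl than in SJ2_ctl but not in NemX_ctl, of the 3635 called higher in WMJJ_ctl. With each library left out in turn, this number lay between 776 and 1103. A filter at a mean of at least 5 moved it most, to 522, and an adjusted p below 0.05 gave 1214.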

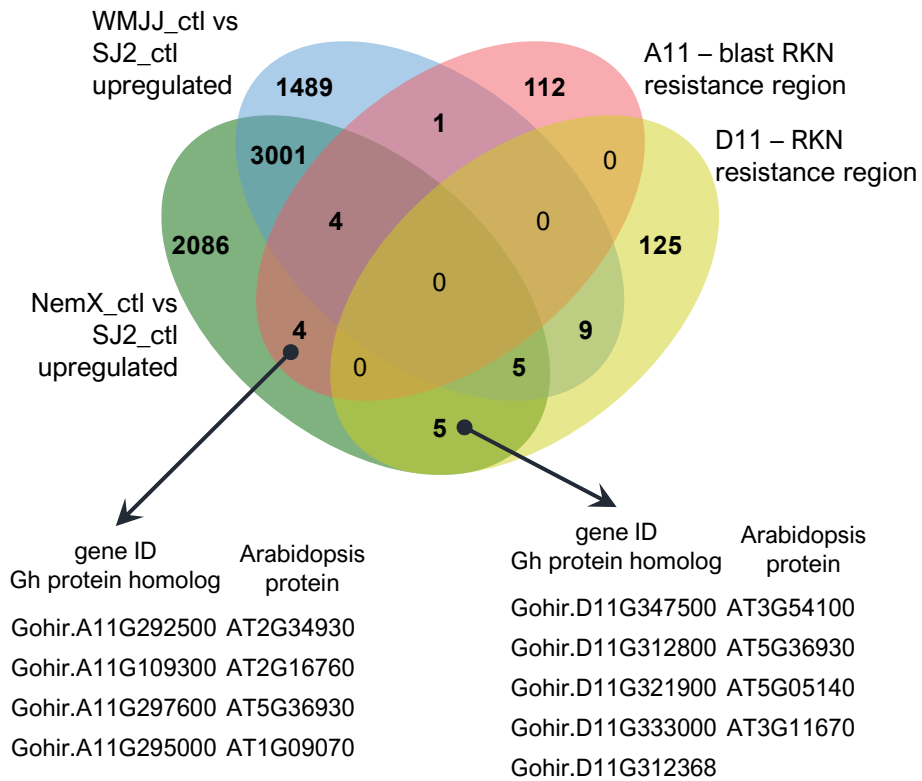

**Supplementary Figure 3. Venn analysis of the blast hits to the *rkn1* resistance region in NemX with the genes that have more basal expression in NemX with respect to SJ2.**

How the deposited data were processed for this re-analysis (not part of the article)

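Transcripts were measured in roots of 3 cotton genotypes, SJ2 (susceptible), WMJJ (moderately resistant) and NemX (resistant), either infested with root-knot nematodes (rkn) or given water (ctl), with 3 libraries in each of the 6 groups. The authors quality-checked the paired-end reads with FastQC, trimmed them with Trimmomatic, pseudo-aligned them with kallisto to the TM-1 UTx v2.1 transcripts and brought them to genes with tximport for edgeR and DESeq2. They deposited 1 table of 54508 genes in 18 libraries, and every column was matched to a library by its name. Its signal values were normalized by the authors before deposit and lie near CPM with a further factor per library, as the column totals show. The normalization of this table and the filter that left these genes are not stated in the paper. The values are not whole multiples of 1 read, so no reads were recovered from them, and the depth is known only from the pseudo-aligned reads that the paper lists, between 2741297 and 12594074 per library. Hormone contents and galling scores have no file here and were not recomputed, and the enrichment of gene ontology terms was not analysed.

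Differential expression was computed in R 4.3.3 with limma 3.58.1 on the log2 of the value plus 0.5. Genes with a mean value of at least 1 over the 18 libraries were tested, 46813 of them, and 7695 were left out. One model with a coefficient for each of the 6 groups was fitted (lmFit, contrasts.fit, eBayes with an intensity trend), and 8 comparisons of groups and 3 interactions were taken from it. P-values were adjusted with the Benjamini-Hochberg method within each comparison. A gene was called when its adjusted p was below 0.01 and its absolute log2 fold change above 1, the thresholds of the paper. The plan written before the data were examined named a quasi-likelihood test on read counts with the same groups and thresholds. Since the table holds no counts, limma took its place. Other choices made before the data were examined were the groups, the comparisons, the thresholds, the rule for named genes and the first group of alternatives given below. With limma, 3 libraries against 3 allow a test because the variance is shared across genes, and a library left alone in its group when others are left out is assumed to vary like the rest.

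The principal components and distances used the 500 tested genes with the largest variance of the log2 values, and centroid distances were compared over the 10 splits of 3 libraries against 3, where the smallest p is 0.1. The correlation of the SJ2 response with the basal difference of NemX was set against 20 simulations of unchanged groups that share their controls, and the overlap of their calls against 20 simulations in which the changes of NemX_ctl were moved at random to other genes of similar mean log2 value. For the interactions, genotype labels were exchanged within each treatment after the genotype means were removed. The resemblance was also tested with camera (preset correlation 0.01, and an estimated one) and fry in limma, on comparisons that share no library with the one that defined the gene set. Neighbouring genes were counted along each chromosome and compared with 10000 permutations of the calls within the chromosome. No annotation of this genome build was at hand, so the order of genes was taken from the numbers in their identifiers, which was not checked. A table of RefSeq genes matched 0 of the identifiers, and gene names come from the paper's figures alone.

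Genes named in the text follow a rule. It covers the 2 TIR-NBS-LRR genes of the paper, every gene printed in Figures 3A, 4B, 5B, 6B and 7B and Supplementary Figure 3, and in each comparison the 2 called genes with the largest increase and the 2 with the largest decrease, with a mean of at least 1 and no overlap between libraries. The figures and the first lines of the supplementary tables had been seen before the rule was written. The figures print 100 genes in 6 lists, of which 4 were not tested. The jasmonic acid lists, the candidates of Supplementary Figure 3 and the 2 TIR-NBS-LRR genes of Figure 7B were chosen by the study for their expression in the same libraries, and for the salicylic acid, GhBAK1 and GhNILR1 genes the paper does not state whether expression entered the choice, so only medians, ranges and calls are given for them and no set test.

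The alternatives set in advance that were run were no filter, a mean of at least 5, a term for the replicate number, a fit on the compared libraries alone, an adjusted p below 0.05, no fold threshold, leaving out each library in turn, all tested genes for the principal components, and separate SJ2 controls. Alternatives added after the values had been seen were 0.1 or 1 in place of 0.5 for the counts, equal library totals, median-of-ratios scaling, quantile normalization, no intensity trend and a term for the library of each group with the most reads in the paper's table. The limma fit was tested on simulated data with a log2 change of 2 in 200 of 46813 genes between NemX_rkn and NemX_ctl. It called 159 of them (79.5%) in the right direction and 2 unchanged genes. The count of neighbours was tested on simulated data with scattered calls (ratio 0.96, permutation p = 0.935) and with calls in blocks (ratio 39.2, permutation p = 0.00498). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.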

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

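The exchange of genotype labels, the tests of noise and depth in this part, the term for the libraries with the most reads and equal library totals were chosen only after the result was seen. The log2 fold change between rkn and ctl libraries differed between genotypes by an interaction term in limma, which is what brings these results here. It differed between SJ2 and NemX for 3301 genes (2445 higher in SJ2 and 856 lower), between WMJJ and NemX for 684 genes (490 higher in WMJJ and 194 lower), and between SJ2 and WMJJ for 2376 genes (1850 higher in SJ2 and 526 lower).

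Exchanging the ctl and rkn labels within genotypes gave at least as many genes in 9 of 100 relabellings for SJ2 and NemX, 8 of 100 for WMJJ and NemX and 4 of 100 for SJ2 and WMJJ, the true labels included. All the others among these, 8, 7 and 3 in number, kept the true split of the genotype with the larger response and so kept that response, which is why this test decides nothing about chance for any of the 3 counts. Genotype labels were therefore exchanged within each treatment after the genotype means were removed. If both genotypes responded alike, such exchanges would give as many genes. For each of the 3 counts only 1 of 100 labellings, the true one, gave as many, and the others gave at most 0 genes for SJ2 and NemX, 1 for WMJJ and NemX and 295 for SJ2 and WMJJ, all by limma. Equal responses with chance differences between libraries are thus excluded for all 3. With a term for the library of each group with the most reads, the counts were 4105, 1210 and 3033, and they held all 3301, 684 and 2376 genes. With equal library totals the counts were 3276, 628 and 2334, of which 2604, 576 and 2010 were shared with the counts above, with 1748 higher in SJ2 than in NemX and 1528 lower, 382 higher in WMJJ than in NemX and 246 lower, and 1485 higher in SJ2 than in WMJJ and 849 lower. The numbers of genes hold under this scaling, and the surplus of genes higher in the first genotype shrinks in all 3.

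The count for WMJJ and NemX moved with single libraries, and a fit with fewer samples can call fewer genes in itself. It was 878 without the second WMJJ_rkn library and lower than with all libraries without each of the others. It was 323 without the first WMJJ_ctl library, 296 without the first WMJJ_rkn library, 404 without the third, 382 without the second NemX_ctl library, 441 without the third, 320 without the first NemX_rkn library and 390 without the third. The counts for SJ2 and NemX stayed between 2646 and 3073 and those for SJ2 and WMJJ between 1877 and 2575 with each library left out in turn.

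Fewer genes were called in the NemX response (266 up and 312 down) than in the SJ2 response (3787 up and 2770 down). The NemX counts fell with each library left out, a fit with fewer samples. They were 152 and 134 without the first NemX_ctl library, 160 and 129 without the second and 229 and 209 without the third. They were 156 and 171 without the first NemX_rkn library, 166 and 172 without the second and 118 and 134 without the third. Noisier NemX libraries would leave the sizes of the changes as large as in SJ2 or larger. Among 12132 genes with a mean of at least 20, the median size of the log2 fold change was 0.19 in NemX (0.19 to 0.22 with each library left out), 0.37 in SJ2 (0.37 to 0.40) and 0.30 in WMJJ. The spread between replicates in NemX was 1.04 times that in SJ2. A lower depth in NemX would lose calls but not shrink the changes of genes defined in another genotype. The 2623 genes called upregulated in WMJJ had a median log2 fold change of 0.52 in NemX (0.46 to 0.55) and of 1.18 in SJ2 (1.15 to 1.24). The tables therefore argue against noise and against depth as the whole cause. The changes measured in NemX are smaller than in SJ2. Whether these roots respond less or held fewer nematodes was not tested and stays open. The 10 genes with the highest values took at most 1.82% of a library, so a few genes taking most of the values is also excluded.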

How the results depend on the processing

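The alternatives chosen only after the result was seen were 0.1 or 1 added before the log2 for the counts, equal library totals, median-of-ratios scaling, quantile normalization, no intensity trend and a term for the library of each group with the most reads. Those that need read counts were not run: the likelihood ratio test and its version with no filter, the count-based test of the second tool the paper names, another normalization of counts, voom, the variance stabilizing transformation, fold changes from counts and thinning of libraries. Of 643 alternative values for 58 results, 548 lay within 1.5 times a count or within the replicate spread of other values, 94 moved further and 1 changed sign. For 17 of the 58 results none moved. Of 806 alternative values for 62 pairs of a named gene and a comparison, 779 kept direction and side of the threshold, 23 lost the call and 4 gained it, and none changed sign. Those that changed are given beside the genes in the text.

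A filter at a mean of at least 5 tests fewer genes, and the counts fell with it. It called 1754 genes lower in the SJ2 response, 1091 in NemX_ctl over SJ2_ctl, 1611 in WMJJ_ctl over SJ2_ctl and 518 in NemX_ctl over WMJJ_ctl. It also gave 757 higher and 877 lower in WMJJ_rkn over SJ2_rkn, 741 upregulated in WMJJ only and 522 basally higher in WMJJ only. With no filter, no count moved by over 1.5 times.

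A fit on the compared libraries alone has fewer samples. It called 1505 genes downregulated in WMJJ and 129 upregulated in NemX, and left 64 upregulated in all genotypes, 27 in NemX and WMJJ only and 24 in NemX only.

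A looser threshold, an adjusted p below 0.05, gave 560 genes up and 604 down in the NemX response and 1499 lower in NemX_ctl than in WMJJ_ctl. The interactions rose to 1629 for WMJJ and NemX and 3718 for SJ2 and WMJJ. Upregulated genes were 250 in all genotypes, 43 in SJ2 and NemX only, 140 in NemX and WMJJ only and 127 in NemX only. With no fold threshold 223 were upregulated in all genotypes.

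For the next settings the cause was not tested. No intensity trend gave 191 genes down in the NemX response, 315 for the interaction of WMJJ and NemX, 89 upregulated in all genotypes and 9 in SJ2 and NemX only. The term for the library of each group with the most reads gave 404 up in the NemX response, 1210 for that interaction, 35 upregulated in SJ2 and NemX only and 78 in NemX only. In each of the 8 comparisons and 3 interactions, its calls included all those made without it. A term for the replicate number moved 1 count, to 28 upregulated in SJ2 and NemX only. Replicates with the same number are not paired, since their deviations had r between −0.22 and 0.44 across genes (0.09, 0.11 and 0.36 in SJ2, 0.07, 0.18 and 0.44 in WMJJ, −0.19, 0.00 and −0.22 in NemX). Equal library totals left 3840 genes called lower in NemX_ctl than in SJ2_ctl.

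With each library left out in turn, a fit with fewer samples, the counts of genes up and down were 3332 to 3763 and 2099 to 2924 in the SJ2 response, 2101 to 2539 and 1742 to 2235 in WMJJ, and 118 to 229 and 129 to 209 in NemX. They were 3937 to 4298 higher and 1414 to 1883 lower in NemX_ctl over SJ2_ctl, 3163 to 3469 and 2211 to 2407 in WMJJ_ctl over SJ2_ctl, and 1356 to 1678 and 724 to 889 in NemX_ctl over WMJJ_ctl. In infested roots they were 859 to 1761 and 480 to 834 for NemX, and 919 to 1293 and 1040 to 1312 for WMJJ. The interactions gave 2646 to 3073 (SJ2 and NemX), 296 to 878 (WMJJ and NemX) and 1877 to 2575 (SJ2 and WMJJ). Upregulated genes were 55 to 151 in all genotypes, 7 to 25 in SJ2 and NemX only, 1057 to 1352 in SJ2 and WMJJ only, 36 to 83 in NemX and WMJJ only, 18 to 57 in NemX only, 842 to 1227 in WMJJ only and 2056 to 2571 in SJ2 only. Basally higher genes were 2387 to 2636 in both, 776 to 1103 in WMJJ only and 1410 to 1982 in NemX only. The libraries that moved a count by over 1.5 times were the first and second SJ2_rkn libraries for NemX_rkn over SJ2_rkn (886 and 480, 859 and 531). For the NemX response they were the first (152 and 134) and second (160 and 129) NemX_ctl libraries and the first (156 and 171), the second (166 and 172) and the third (118 and 134) NemX_rkn libraries. For the interaction of WMJJ and NemX they were the first WMJJ_ctl (323), the first and the third WMJJ_rkn (296 and 404), the second and the third NemX_ctl (382 and 441), and the first and the third NemX_rkn (320 and 390) libraries. For genes upregulated in all genotypes they were the first and second NemX_ctl (73 and 80) and all NemX_rkn libraries (79, 75 and 55). For those in SJ2 and NemX only they were the second NemX_ctl (10), the first and the third NemX_rkn (7 each) and second WMJJ_rkn (25) libraries. For those in NemX and WMJJ only they were the first NemX_ctl (43) and all NemX_rkn (46, 47 and 36) libraries. For those in NemX only they were the first and second NemX_ctl (25 and 18) and the first and the third NemX_rkn (24 and 20) libraries.

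The value added before the log2 moved the principal components and distances, and the cause was not tested. PC1 held 63.7% with 0.1, 47.7% with 1, 25.0% with all tested genes and 52.8 to 58.4% with each library left out. PC2 held 13.8%, 23.7%, 22.9% and 15.2 to 20.6%. The ratio of centroid to replicate distance in SJ2 was 1.38 with 0.1, 2.64 with 1, 1.59 with all genes and 2.13 to 2.31 with each library left out. In WMJJ it was 1.06, 2.13, 1.38 and 1.58 to 1.84, and in NemX 0.636 with 0.1, 1.01 with 1 and 0.813 to 0.883 with each library left out.

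List medians moved mostly with the scaling, and the cause was not tested. For the 8 response to nematode genes, the median was 1.64 with 1 added in the SJ2 response (1.55 to 2.04 with each library left out) and 1.29 with equal library totals in NemX_ctl over SJ2_ctl (1.51 to 1.74). It was 0.76 to 1.05 in WMJJ_ctl over SJ2_ctl and 0.67 to 0.88 in NemX_ctl over WMJJ_ctl with each library left out. For jasmonic acid synthesis, equal totals and quantile normalization gave 1.28 and 1.29 in the SJ2 response (1.24 to 1.58), and quantile normalization gave −0.47 in NemX (−0.67 to −0.49). WMJJ had 0.075 to 0.43. Over SJ2_ctl, NemX_ctl had 3.18 with 0.1 added, 2.45 with 1, 2.56 with equal totals and 2.47 with quantile normalization (2.64 to 2.81), and WMJJ_ctl 2.62, 1.98, 2.06 and 2.09 (2.02 to 2.39). Over SJ2_rkn the ranges were 0.62 to 0.86 for NemX_rkn and 0.79 to 1.19 for WMJJ_rkn. For jasmonic acid signaling, NemX_ctl had 1.79 with equal totals and 1.78 with quantile normalization (1.98 to 2.25), WMJJ_ctl 1.77 to 2.02, NemX_rkn 0.58 to 1.04 and WMJJ_rkn 0.90 to 1.22. For salicylic acid genes, NemX_ctl had 1.29 with equal totals (1.44 to 1.75), WMJJ_ctl 1.23 with 0.1 added (0.96 to 1.09) and NemX_ctl over WMJJ_ctl 0.50 to 0.67. The WRKY and GhGRX480 genes had 1.54 to 1.79 in NemX_ctl over SJ2_ctl and −1.05 to −0.94 in the NemX response.

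The median of WMJJ-upregulated genes in NemX_ctl over SJ2_ctl, 0.12 as deposited, changed sign to −0.14 with equal library totals. It was 0.10 to 0.20 with each library left out. With equal totals the set was called anew and held 2557 genes in place of 2623. Equal totals moved all tested genes alike, by a median of −0.28. The median of the genes outside the set was −0.06 as deposited and −0.34 with equal totals. The set of each scaling lay above them, by 0.19 and by 0.20. The SJ2-upregulated genes were also called anew, 3065 with equal totals and 3710 with quantile normalization. Their median in NemX_ctl over WMJJ_ctl was 0.42 and 0.43 in that order, and 0.46 to 0.56 with each library left out. Neighbouring calls were 1.75 to 1.86 times chance in NemX_ctl and 1.83 to 1.92 times in WMJJ_ctl with each library left out. In simulations at this number of libraries 159 of 200 genes with a log2 change of 2 were called in NemX. The table holds no reads, so how far depth limits the genes with low values is not known.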

Differences from the paper's values

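The term for the library of each group with the most reads and the scalings named in this part were tests chosen only after the result was seen. For the NemX response the paper gives 509 upregulated and 584 downregulated genes, and 266 and 312 were called here. Of the alternatives set before the data were examined, an adjusted p below 0.05 (560 and 604) and no fold threshold (381 and 420) lie within 1.5 times of the paper's values. No filter, a mean of at least 5, the replicate term (338 and 379), the compared libraries alone and leaving out single libraries do not. The term for the library with the most reads, chosen after seeing the values, gave 404 and 461, within 1.5 times. How many of the paper's called genes it drops is not known, because the paper's gene lists are held only in part.

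For genes lower in WMJJ_ctl than in SJ2_ctl the paper gives 4527, and 2723 were called here. An adjusted p below 0.05 (3335) and no fold threshold (3765) lie within 1.5 times of it, and the other alternatives set before the data were examined do not. Equal library totals, chosen after seeing the values, gave 3635, also within 1.5 times, and how many of the paper's called genes it drops is not known.

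The paper's sets of upregulated genes hold 235 in all 3 genotypes (135 here), 43 in SJ2 and NemX only (16 here), 120 in NemX and WMJJ only (72 here) and 111 in NemX only (43 here). Of the alternatives set before the data were examined, those within 1.5 times of the paper for all genotypes were an adjusted p below 0.05 (250), no fold threshold (223) and the replicate term (163). For SJ2 and NemX only it was an adjusted p below 0.05 (43). For NemX and WMJJ only they were an adjusted p below 0.05 (140), no fold threshold (89), the replicate term (88) and leaving out the first or the third SJ2_ctl library (83 each). For NemX only it was an adjusted p below 0.05 (127). No filter, a mean of at least 5, the compared libraries alone and leaving out other single libraries do not come within 1.5 times for any of the 4 sets. The term for the library with the most reads, chosen after seeing the values, gave 189, 35, 102 and 78, all within 1.5 times, and equal library totals, chosen likewise, 102 for NemX and WMJJ only. How many of the paper's called genes these drop is not known.

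For genes basally higher in WMJJ only the paper gives 1499, and 983 were called here. Within 1.5 times were no filter (1216), the replicate term (1039), the compared libraries alone (1030), an adjusted p below 0.05 (1214), no fold threshold (1185) and leaving out the first, the second or the third NemX_ctl library (1103, 1078 and 1067), all set before the data were examined. A mean of at least 5 and leaving out other libraries do not. Chosen after seeing the values, median-of-ratios scaling (1023), quantile normalization (1112) and the term for the library with the most reads (1079) also lie within 1.5 times, and how many of the paper's called genes they drop is not known.

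In Figure 3A the paper shows 3 response to nematode genes as induced in NemX alone, and limma called none of them in the NemX response. They rose there with log2 fold changes of 1.07 (Gohir.A03G051300, adjusted p = 0.0126), 0.92 (Gohir.D05G043700, adjusted p = 0.0266) and 1.29 (Gohir.A06G176000, adjusted p = 0.0194), all 3 at an unadjusted p below 0.05. At an adjusted p below 0.05 the first and the last were called, and the first also with the replicate term (adjusted p = 0.00867) and with the term for the library with the most reads, chosen after seeing the values (adjusted p = 0.00525). The last was called in no other setting, and Gohir.D05G043700 in none.

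The paper presents its salicylic acid genes as higher in NemX. Of the 23 genes in its figure, all were higher in NemX_ctl than in SJ2_ctl and 18 were called by limma. The 2 GhNPR1 genes and the GhPAL2 gene were among those not called. For GhNPR1, Gohir.D08G266500 was called with no fold threshold over SJ2_ctl (0.61) and over WMJJ_ctl (0.78), and Gohir.A08G245500 over WMJJ_ctl without the first NemX_ctl library (1.03). The GhPAL2 gene Gohir.A06G074800 was called at an adjusted p below 0.05 over SJ2_ctl (1.07, limma adjusted p = 0.0276) and WMJJ_ctl (1.29, adjusted p = 0.0151), in both without the second NemX_ctl library (1.41 and 1.63), in both with the adjustment over the list alone, and over WMJJ_ctl with the term for the library with the most reads, chosen after seeing the values.

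The paper presents the receptor genes of Figure 7B as higher in NemX than in both other genotypes. All 8 were higher in NemX_ctl than in both and all 8 were called over SJ2_ctl, but over WMJJ_ctl limma called 2, Gohir.D13G055600 (1.35) and Gohir.D11G312800 (2.42), with 6 higher at an unadjusted p below 0.05. With no fold threshold Gohir.A11G032700 (0.91) was called as well. Gohir.A11G297600, with 0.32 (adjusted p = 0.263), was called over WMJJ_ctl in none of the settings run.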

Other observations

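The tests of SJ2 controls set apart, of the scaling behind the shift of SJ2-upregulated genes, of chance among correlated genes, of the library in each group with the most reads, and of the scaling behind the share of genes called higher were chosen only after the result was seen. For each of the 8 comparisons of groups, 1 of the 10 splits of its 6 libraries gave as many called genes as the true split, the true one included. With 10 splits the share is never below 0.1, so chance cannot be excluded by this test for any of them.

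In each group, the library with the most reads in the paper's table deviates from its group mean in the same way as those of the other groups. These 6 libraries are the third of SJ2_ctl, SJ2_rkn, WMJJ_ctl, WMJJ_rkn and NemX_ctl and the first of NemX_rkn. Their deviations had correlations across genes between 0.193 and 0.442 with each other, and at most −0.0723 with the other libraries of other groups. Between these 6 and the other 12 libraries, 384 genes differed past both thresholds. A greater depth alone would change genes with low values and not those with high values, but 67 of the 384 genes had a mean of at least 20, which argues against depth as the whole cause. A chance choice of 1 library per group is excluded, since 1 of 100 choices, this one, gave as many genes, and the next gave 3. The paper states that 1 in 3 samples was prepared with another protocol, without naming them, and gives these 6 at least 6479223 pseudo-aligned reads and the other 12 at most 5098209. A candidate explanation is a separate library preparation or sequencing run of these 6, which is 1 in 3 of the 18, but a preparation and a sequencing run cannot be told apart here, since the paper does not name the libraries. The 6 lie 1 in each group, so the comparisons between groups are balanced for it. No biological explanation was tested, since the replicates of a group do not differ by design.

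More genes were called higher than lower in NemX_ctl than in SJ2_ctl, 69.5% of the called genes. Scaled to equal library totals, 3840 genes were called lower and 3304 higher, a share of 46.2%, while median-of-ratios scaling gave 70.4% and quantile normalization 65.2%. The direction of this surplus may therefore be set by the scaling between libraries. The scaling is as the authors deposited it, and the data here do not show which of them is right. A true surplus of higher genes in NemX stays open as an untested biological explanation.

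The basal difference of NemX from SJ2 resembles the SJ2 response to RKN, with r = 0.582 across genes. In simulations of groups that did not differ, shared SJ2 controls alone gave 0.501. Such groups differ only by the spread between libraries, so this does not show how much shared controls add to r in the data. Shared controls are excluded as the whole cause, since with different SJ2_ctl libraries in the 2 comparisons r was still at least 0.415 and at most 0.514. SJ2_ctl libraries set apart from every other group would give the SJ2-upregulated genes no shift between NemX_ctl and WMJJ_ctl, where their median log2 fold change was 0.51 and 80.4% were positive (camera in limma with the preset correlation, p = 4.74e-21). That too argues against the controls as the whole cause. Under other scalings the SJ2-upregulated set was called anew. With quantile normalization the 3710 genes called upregulated in SJ2 still lay 0.474 above the other genes. With each library left out this was 0.435 to 0.520. With an estimated correlation camera in limma gave p = 0.00127. Scaling between libraries is thus excluded as the whole cause of this shift. The WMJJ-upregulated genes lay above the other genes in NemX_ctl over SJ2_ctl by 0.19 as deposited (0.156 to 0.266 with each library left out), by 0.20 with equal library totals (0.165 to 0.274) and by 0.23 with quantile normalization (0.197 to 0.312). These genes were called anew under each scaling, 2623 as deposited, 2557 with equal totals and 2579 with quantile normalization. Equal totals move all genes alike, by a median of −0.28. The median of the set was 0.12 as deposited and −0.14 with equal totals, while its distance to the other genes hardly differed. Quantile normalization does not move all genes alike and left the shift, so scaling between libraries is excluded here as well. Chance among correlated genes and a true shift of the WMJJ-upregulated genes cannot be told apart, because camera in limma with the preset correlation gave p = 0.00318 and with an estimated correlation p = 0.286. Across all genes, r between the WMJJ response and the basal difference was −0.0280. A state in uninfested NemX roots near that of infested SJ2 roots may explain the part shared with WMJJ_ctl as the reference, and it was not tested further.

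Called genes lie next to each other along the chromosomes more than by chance arrangement. Of 46696 tested genes with a chromosome in their identifier (117 had none), 881 neighbouring pairs were called in the same direction in NemX_ctl over SJ2_ctl, 1.78 times the 494 of the permutations. In WMJJ_ctl over SJ2_ctl it was 797 pairs, 1.80 times the 443 of the permutations. Both have a permutation p of 1e-04, the smallest these permutations can give, so chance arrangement within a chromosome is excluded. Pairs 20 genes apart were 1.07 times the permuted mean in NemX_ctl (522 against 490 pairs, permutation p = 0.0576) and 1.07 times in WMJJ_ctl (470 against 438 pairs, permutation p = 0.0540). With the other filter and scalings that p ranged from 0.0180 to 0.576. Tandem copies that change together and linked blocks cannot be told apart, since these p-values lie on both sides of 0.05. Reads shared between neighbouring copies could add to the pairs, which was not tested. By chromosome, the share of tested genes called in NemX_ctl over SJ2_ctl ran from 10.9% on D13 to 16.2% on A05, with 13.3% on A11 and 14.0% on D11. In WMJJ_ctl over SJ2_ctl it ran from 12.0% on D07 to 16.2% on D02.

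The authors' own fold changes are held only for the first lines of their supplementary tables. Among genes tested here, 1571 of the SJ2 response, 1996 of the WMJJ response and 1957 of the NemX response are in these lines, and all have the same sign in both. Their r across genes was 0.938, 0.996 and 0.971. The authors' median log2 fold changes were 2.71, 1.03 and −0.75, and those computed here for the same genes were 2.36, 0.97 and −0.74. For NemX_ctl over SJ2_ctl only 66 genes are shared, with the authors' median at 6.83, 3.28 here and r = 0.460, all with the same sign.

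Figure 3A prints 4 more response to nematode genes that rise in WMJJ. Called upregulated here were Gohir.D09G023500 in WMJJ alone, with a log2 fold change of 2.17, and in SJ2 and WMJJ Gohir.D02G145100 (3.44 and 2.64) and Gohir.D05G144000 (1.62 and 1.89). Gohir.A11G108200 was called in all genotypes, with 1.04 in SJ2, 2.23 in WMJJ and 1.13 in NemX. Its call in SJ2 was lost without the first SJ2_ctl library (0.90) or the second SJ2_rkn library (0.99). Its call in NemX was lost without the first NemX_ctl library (limma, adjusted p = 0.0124) or the second or the third NemX_rkn library (0.0117 and 0.0119).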
